# Mutagenesis screen uncovers lifespan extension through integrated stress response inhibition without reduced mRNA translation

**DOI:** 10.1038/s41467-021-21743-x

**Published:** 2021-03-15

**Authors:** Maxime J. Derisbourg, Laura E. Wester, Ruth Baddi, Martin S. Denzel

**Keywords:** Functional genomics, Ageing

## Abstract

Protein homeostasis is modulated by stress response pathways and its deficiency is a hallmark of aging. The integrated stress response (ISR) is a conserved stress-signaling pathway that tunes mRNA translation via phosphorylation of the translation initiation factor eIF2. ISR activation and translation initiation are finely balanced by eIF2 kinases and by the eIF2 guanine nucleotide exchange factor eIF2B. However, the role of the ISR during aging remains poorly understood. Using a genomic mutagenesis screen for longevity in *Caenorhabditis elegans*, we define a role of eIF2 modulation in aging. By inhibiting the ISR, dominant mutations in eIF2B enhance protein homeostasis and increase lifespan. Consistently, full ISR inhibition using phosphorylation-defective eIF2α or pharmacological ISR inhibition prolong lifespan. Lifespan extension through impeding the ISR occurs without a reduction in overall protein synthesis. Instead, we observe changes in the translational efficiency of a subset of mRNAs, of which the putative kinase *kin-35* is required for lifespan extension. Evidently, lifespan is limited by the ISR and its inhibition may provide an intervention in aging.

## Abstract (web summary)

Aging is associated with declining protein homeostasis. Here, using a chemical mutagenesis screen for lifespan extension in *C. elegans*, the authors report that inhibition of the integrated stress response enhances longevity and protein homeostasis in a manner dependent on *kin-35*, without reducing protein synthesis.

## Introduction

Aging is defined as the progressive loss of physiological integrity accompanied by reduced cellular, organ, and systemic performance. It is characterized by cellular hallmarks, such as stem cell exhaustion, genomic instability, deregulated nutrient sensing, and loss of protein homeostasis^1^. Thus, aging is the main risk factor for neurodegenerative disorders, cancer, and metabolic syndrome. The aging process can be modulated by environmental and genetic factors, and several evolutionarily conserved biological processes have been implicated in lifespan regulation^2^. Numerous longevity pathways have been defined using forward genetic screens in the nematode *Caenorhabditis elegans* and *age-1*/PI3-kinase was first identified as a longevity gene in a chemical mutagenesis screen^3,4^. Many longevity genes in conserved pathways were then identified and further illuminated by genomic RNA interference (RNAi) screens^5–7^. RNAi, however, remains limited as it leads to varying degrees of mRNA knockdown, and it does not have the resolution to investigate consequences of other genetic alterations, including gain-of-function mutations. Importantly, functions of essential genes cannot be investigated by RNAi. Point mutagenesis, in contrast, can give valuable insight into functions of essential genes, for example through separation-of-function mutations^8,9^. The chemically induced nucleotide changes in random mutagenesis can lead to multiple types of mutations, including single amino acid substitutions and gain-of-function mutations^10^, thus reaching unparalleled resolution. Despite the high resolution of random chemical mutagenesis in defining relevant phenotypes and the analytical power of genome sequencing, an unbiased forward longevity screen using chemical mutagenesis coupled with whole-genome sequencing has not been done to date.

Failure of protein homeostasis occurs early during aging and various interventions that promote or maintain protein homeostasis beneficially affect lifespan in model organisms^10–12^. Maintenance of protein homeostasis by cellular stress response pathways is an essential feature of cellular integrity and organismal resilience. Internal and external stimuli trigger evolutionarily conserved cellular stress pathways such as the heat shock response, organelle-specific stress response pathways including the endoplasmic reticulum or mitochondrial unfolded protein responses (ER-UPR/mito-UPR), and the integrated stress response (ISR). Multiple lines of evidence show that longevity ultimately relies on the fidelity of cellular stress response mechanisms^13^.

The biological function of the ISR is to restore cellular homeostasis upon stress. In mammals, the activation of the ISR relies on the eukaryotic initiation factor 2 (eIF2) kinases: heme-regulated inhibitor (HRI), protein kinase R (PKR), general control nonderepressible 2 (GCN2), and PKR-like endoplasmic reticulum kinase (PERK). They are activated, respectively, by iron deficiency, viral infection, amino acid deprivation, and accumulation of misfolded proteins in the ER^14^. In *C. elegans*, GCN-2 and PERK/PEK-1 are the eIF2 kinases. The kinases converge on the phosphorylation of the α subunit of eIF2, which is a key regulator of translation initiation, the limiting step of protein synthesis^15^. For translation initiation to occur, the eIF2.GTP.tRNA^met^ ternary complex together with other initiation factors and the 40S ribosomal subunit form the 43S pre-initiation complex. The 43S complex binds to the 5′-cap structure and scans along the mRNA until it recognizes the AUG start codon. Then, GTP hydrolysis releases eIF2 and other initiation factors from the mRNA–40S-complex, allowing the 60S ribosomal subunit to bind and proceed to elongation^16^. The exchange of GDP to GTP is necessary for recycling eIF2 back to its active form and for further rounds of translation initiation. This exchange is catalyzed by the heterodecameric guanine nucleotide exchange factor eIF2B^17^. The phosphorylation of eIF2α at serine 51 by the stress-sensitive kinases represents the core event of the ISR. Phospho-eIF2 is a strong inhibitor of eIF2B leading to attenuated ternary complex formation and therefore to a reduction of 5′-cap-dependent protein synthesis^18,19^. Decreasing ternary complex abundance paradoxically derepresses translation of specific mRNAs that are regulated by upstream open reading frames (uORFs), for example, ATF-4^20,21^. While the ISR and mRNA translation initiation are finely balanced to provide robustness during acute challenges to protein homeostasis, the role of this pathway during aging and in longevity remains largely unexplored.

Here, we set out to perform a large-scale mutagenesis screen for increased survival in *C. elegans*. We sequenced the genomes of over 100 long-lived mutant strains and identified a convergence of multiple independent causal longevity loci in regulators of eIF2. Importantly, lifespan extension and resistance to proteotoxicity occurred without repressing overall protein biosynthesis. Instead, we observed the selective regulation in the translation of a subset of mRNAs. Among these, the putative kinase *kin-35* was required for lifespan extension. Further analysis revealed that the lifespan-extending mutations of eIF2 regulators in fact were ISR inhibitors. We found that pharmacological ISR inhibition, as well as genetic ISR ablation by mutating serine 51 of eIF2α likewise results in lifespan extension. Together, we demonstrate that ISR inhibition enhances protein homeostasis and extends survival without inhibiting protein synthesis.

## Results

### Multiple genes controlling mRNA translation initiation affect longevity and protein homeostasis in *C. elegans*

To identify modulators of the aging process, we performed an unbiased forward longevity genetic screen^3,4^ that combines chemical mutagenesis with deep sequencing (Fig. 1a). The conditionally sterile CF512 strain [*fer-15(b26)*; *fem-1(hc17)*] was mutagenized with 0.3% ethyl methanesulfonate (EMS). 28,000 tested genomes were screened for maximum lifespan extension after growth at nonpermissive temperature until the L4 larval stage to induce sterility. 283 mutant strains showed increased maximum lifespan and after full demographic analysis we sequenced 101 genomes of mutants with a mean lifespan extension of at least 18% (Fig. 1b). Validating the approach, we identified mutations in the insulin signaling pathway whose disruption is known to increase lifespan^22^. We found six new alleles of the *daf-*2 insulin/insulin-like growth factor 1 (IGF-1) receptor gene (Supplementary Fig. 1a, b). A specific phenotype of *daf-2* mutant larvae is a reduced threshold for entering the developmental dauer state^23^. To test if the *daf-2* alleles might indeed be linked to altered insulin signaling, we quantified heat-induced dauer formation. We observed enhanced dauer formation in three of the six *daf-2* mutant strains (Supplementary Fig. 1c). We further analyzed dauer alae, a dauer-specific morphologic trait of the worm cuticle. While CF512 control animals developed regular cuticle alae when grown at 27 °C, the three dauer-constitutive mutants also developed dauer alae (Supplementary Fig. 1d). These results suggest that reduced insulin signaling pathway activity might extend lifespan in the *daf-2* mutants found in the screen. In addition to point mutations in *daf-2*, we found four uncharacterized alleles of *che-3* and one of *osm-3* whose mutations disrupt chemosensation, extending lifespan^24^. In addition, we identified two mutations in *ifg-1* and two mutations in *ife-2*, genes linked to lifespan extension through reduced mRNA translation^25,26^ (Supplementary Fig. 1e). Taken together, these observations validate the screening approach that was expected to reconfirm known longevity pathways.

**Fig. 1:**
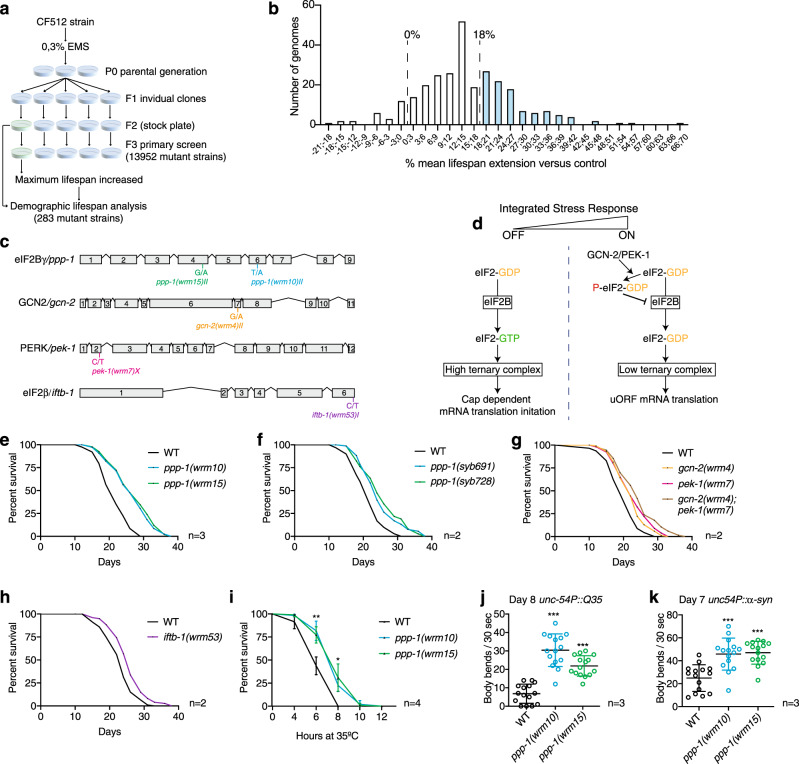
Unbiased forward longevity screen in *C. elegans* identifies mutations in ISR components. **a** Mutagenesis screening strategy. **b** Mean lifespan extension (normalized to temperature-sensitive sterile CF512 control) visualized as the number of tested genomes in 3% bins. **c** Schematic representation of identified ISR genes and corresponding longevity alleles. **d** Cartoon depiction of mRNA translation initiation and the ISR. **e** Survival of outcrossed *ppp-1*(*wrm10*) and *ppp-1*(*wrm15*) mutants compared to WT controls (representative data from *n* = 3 independent experiments). **f** Survival of CRISPR/Cas9-generated *ppp-1* alleles *syb691* and *syb728* compared to WT controls (representative data from *n* = 2 independent experiments). *syb691* corresponds to *wrm10* and *syb728* to *wrm15.* **g** Survival of outcrossed *gcn-2(wrm4)*, *pek-1(wrm7)*, and *gcn-2(wrm4); pek-1(wrm7)* double mutants compared to WT controls (representative data from *n* = 2 independent experiments). **h** Survival of outcrossed *iftb-1(wrm53)* mutants compared to WT controls (representative data from *n* = 2 independent experiments). **i** Thermotolerance assays of day 1 *ppp-1* mutant worms compared to WT controls (error bars represent means ± SD, two-way ANOVA Dunnett’s post hoc test with **p = 0.0032 *ppp-1(wrm10)* vs. WT at the 6 h time point; **p = 0.0039 *ppp-1(wrm15)* vs WT at the 6 h time point; *p = 0.0107 *ppp-1(wrm10)* vs. WT at the 8 h time point; *p = 0.0404 *ppp-1(wrm15)* vs. WT at the 8 h time point; *n* = 4 independent experiments with 50 animals each). **j** Motility assay using day 8 WT animals and *ppp-1* mutants with an *unc-54P*-driven muscle-specific expression of polyQ35–YFP fusion protein (error bars represent means ± SD, one-way ANOVA Dunnett’s post hoc test with ***p < 0.001 vs. WT controls; *n* = 3 independent experiments with ≥12 animals each). **k** Motility assay using day 7 WT animals and *ppp-1* mutants with an *unc-54P*-driven muscle-specific expression of α-synuclein (error bars represent means ± SD, one-way ANOVA Dunnett’s post hoc test with ***p < 0.001 vs. WT controls; *n* = 3 independent experiments with 15 worms each). See Supplementary Dataset 1 for survival statistics. See Supplementary Table 1 for statistics on thermotolerance assays. Source data are provided as a Source Data file.

Besides known longevity genes, our genomic analysis revealed a cluster of alleles in genes that control the initiation step of mRNA translation. We found two independent alleles in *ppp-1*/eIF2Bγ, one mutation in *gcn-2*/GCN-2, one mutation in *pek-1*/PERK and one mutation in *iftb-1/*eIF2β (Fig. 1c; Supplementary Fig. 1f). These results suggest a link between ISR regulation (Fig. 1d) and *C. elegans* longevity. To reduce the background mutational load, we outcrossed the *ppp-1*(*wrm10*) and *ppp-1*(*wrm15*) alleles and found that they extend *C. elegans* lifespan by 20% (Fig. 1e and Supplementary Dataset 1). Furthermore, CRISPR/Cas9 generated mutants with identical substitutions confirmed the longevity (Fig. 1f). The outcrossed *gcn-2(wrm4)* and *pek-1(wrm7)* mutants as well as the *gcn-2(wrm4)*; *pek-1(wrm7)* double mutant were long-lived (Fig. 1g). Finally, the outcrossed *iftb-1(wrm53)* mutant strain also showed a mild lifespan extension (Fig. 1h). Taken together, we identified causal mutations for longevity from the chemical screen and found a link between the regulation of the ISR and longevity.

Given their robust lifespan extension and the role of protein homeostasis in other longevity pathways, we further characterized *ppp-1* mutants using proteotoxic challenges. Upon heat shock, *ppp-1* mutants showed enhanced survival compared to wild type (WT) animals (Fig. 1i; Supplementary Table 1). Expression of fluorescently tagged polyglutamine (polyQ35) in the muscle^27^ results in a drastic decrease of motility (Fig. 1j). Strikingly, *ppp-1* mutants were protected from polyQ35 toxicity (Fig. 1j). Similarly, *ppp-1* mutations reduced the paralysis in a transgenic strain expressing fluorescently tagged α-synuclein^28^ (Fig. 1k). In sum, the chemical mutagenesis screen, a fully unbiased genome-wide approach to find longevity loci in *C. elegans*, identified *ppp-1* point mutations that lead to proteotoxic stress resistance and extended survival.

### *ppp-1* longevity is independent of attenuated translation

Reduction of protein synthesis by partially or fully abolishing the activity of translation initiation or elongation factors can result in lifespan extension^25,29–31^. As eIF2B and eIF2 are direct key regulators of mRNA translation initiation, we monitored protein synthesis in *ppp-1* and *iftb-1* mutants. We used surface sensing of translation (SUnSET) to measure protein synthesis rates. This technique is based on the incorporation of puromycin into newly synthesized proteins, followed by their detection with a monoclonal antibody^32^. We found reduced puromycin incorporation in *iftb-1* mutants, suggesting that they have reduced protein synthesis (Fig. 2a). This is consistent with published data that link attenuated translation after *iftb-1* RNAi treatment to longevity^25^. Next, we monitored protein synthesis in the *ppp-1* mutants using SUnSET. Surprisingly, no changes in protein synthesis were observed between *ppp-1* mutants and WT animals whereas control *rsks-1*/S6K mutants showed a drastic reduction of puromycin-labeled peptides (Fig. 2b). Verifying these results, we used radioactive methionine incorporation to measure mRNA translation and did not observe any differences between WT animals and *ppp-1* mutants, while *rsks-1*/S6K mutants showed a drastic reduction (Fig. 2c). To gain a deeper understanding of potential changes of mRNA translation and to evaluate ribosomal activity in *ppp-1* mutants, we performed polysome profiling. We found no differences in the overall ribosome distribution in *ppp-1* mutants compared to WT animals (Fig. 2d, e). To test if the *gcn-2(wrm4); pek-1(wrm7)* double mutation might affect survival through reducing protein synthesis, we likewise analyzed ribosomal activity. Polysome profiles demonstrated that the *gcn-2(wrm4); pek-1(wrm7)* mutants do not have altered overall translation (Supplementary Fig. 2a, b). Thus, the longevity screen unraveled two distinct classes of mutants among the eIF2 regulators: first, a mutation in *iftb-1* reducing protein synthesis and, second, longevity-associated mutations that do not affect bulk protein synthesis such as in *ppp-1*.

**Fig. 2:**
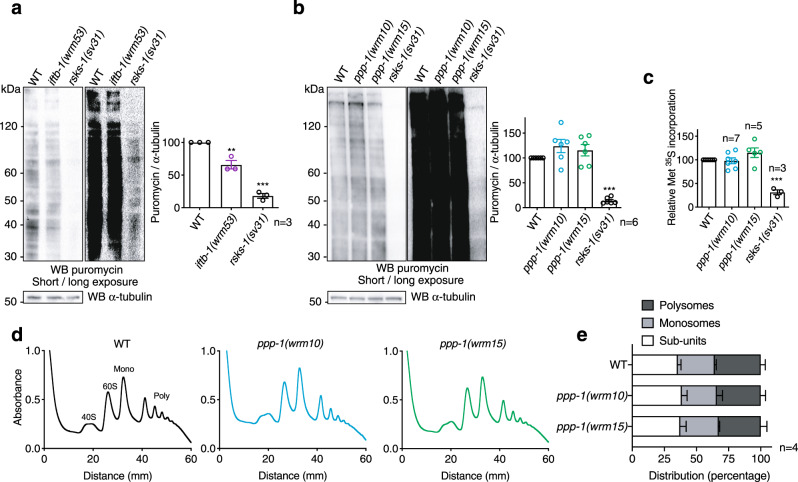
Mutations in *ppp-1* do not attenuate mRNA translation. **a** Puromycin incorporation followed by Western blot analysis using antibodies detecting puromycin and α-tubulin in day 1 WT animals, *iftb-1(wrm53)* mutants, and control *rsks-1(sv31)* mutants. Images of the same membrane are shown with short and long exposures (error bars represent means + SEM, one-way ANOVA Dunnett’s post hoc test with **p = 0.0023 *iftb-1(wrm53)* vs. WT and ***p < 0.001 *rsks-1(sv31)* vs. WT; *n* = 3 independent experiments). **b** Puromycin incorporation assay in day 1 WT animals, *ppp-1* mutants, and *rsks-1(sv31)* controls as described in (**a**). Images of the same membrane are shown with short and long exposures (error bars represent means + SEM, one-way ANOVA Dunnett’s post hoc test with ***p < 0.001 vs. WT; *n* = 6 independent experiments). **c** Quantification of methionine ^35^S labeling of day 1 WT worms, *ppp-1* mutants, and control *rsks-1(sv31)* mutants (error bars represent means + SEM, one-way ANOVA Dunnett’s post hoc test with ***p < 0.001 vs. WT; the number of independent experiments (*n*) indicated in the figure). **d**, **e** Polysome profiling, and quantification of day 1 WT and *ppp-1* animals. Quantification represents the relative abundance of ribosomal subunits (40S, 60S), monosomes (mono), and polysomes (poly; error bars represent means + SD, two-way ANOVA Dunnett’s post hoc test; *n* = 4 independent experiments). Source data are provided as a Source Data file.

Since eIF2 activity is regulated by phosphorylation, we also evaluated phospho-eIF2α on day 1 and day 6 of adulthood. We found that the phosphorylation of eIF2α was increased in aged WT animals (Supplementary Fig. 2c). However, we did not observe any differences between *ppp-1* mutants and the WT control at day 1 or day 6. Together, our results support the idea that improved protein homeostasis and longevity of *ppp-1* mutants are uncoupled from reduced protein synthesis.

### *kin-35* translation is required for *ppp-1* longevity

As we did not observe any changes in global protein synthesis, we asked whether the translational efficiency of specific mRNAs might extend the lifespan of the *ppp-1* mutant animals. 

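RNA from WT, *ppp-1(wrm10)* and *ppp-1(wrm15)* animals at day 1 of adulthood was taken from the total lysate, from the monosome fraction and from the polysome fraction without disomes, and was sequenced after depletion of ribosomal RNA. The labels list 4 libraries for each of the 9 groups of genotype and fraction, 36 in all. The authors deposited the output of their Cuffdiff run, which holds 1 value per group for each locus in FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments), pooled over the libraries of a group and normalized in that run. For each of the 36 pairs of groups, the authors' deposited table adds the log2 fold change, a test statistic, a p-value and a q-value. No values per library are used here, so the spread between replicates is not given, no replicate could be left out, and the depth of each library is unknown. In total RNA, 12701 loci of WT, 12828 of *ppp-1(wrm10)* and 12705 of *ppp-1(wrm15)* animals had a value of at least 1 FPKM. In polysomes, these were 12196, 12374 and 12246 loci.
The change in translational efficiency was computed for each gene and mutant as the log2 ratio of the polysome value to the total RNA value, minus the same log2 ratio in WT animals. Its standard error comes from the authors' deposited table, where the log2 fold change divided by the test statistic gives an error for each comparison, and the squared errors were split into 1 part per group. The p-values in the authors' deposited table are those of a statistic about 2 times as large as the listed one (median factor 2.02, quartiles 1.97 and 2.07, over 361031 comparisons). The error was therefore divided by 2, a step that was added after the table was read and that decides the number of calls. A gene was called when the change divided by its standard error (z) lay beyond the two-sided 5% point of the normal distribution in both mutants with the same sign, and 13210 genes with the authors' status OK in total and polysome RNA of both mutants were tested. On simulated data for these genes, 82 of 100 genes lowered by 1 on the log2 scale and 72 of 100 genes raised by 1 were called, with 36 lower and 45 higher calls among unchanged genes. Recovery of smaller changes was not simulated, so a gene not called may still have changed by less. The median standard error was 0.267 in *ppp-1(wrm10)* and 0.254 in *ppp-1(wrm15)*.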

Since polysome association is indicative of higher translation of mRNAs, we compared the ratio of polysome-associated mRNAs (>3 ribosomes/mRNA) normalized to total mRNA levels between WT and *ppp-1* animals (Fig. 3a). 

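Translational efficiency was lower in both *ppp-1* mutants for 185 of the tested genes and higher in both for 74. The recovered error takes the fractions as independent, although the paper collected polysome extracts with their corresponding total RNA. A correlation of 0.5 between fractions gave 384 lower and 287 higher genes. With the recovered error left undivided, as first planned, 6 genes were lower and 4 were higher, the lowest counts of any setting run (the higher count was also 4 at a 5% false discovery rate). The 4 were C46C2.8, Y94H6A.7, *crml-1* and *spe-44*, named here after their values were seen. Of the 185 genes, 172 matched a protein-coding gene of the WBcel235 annotation, as did 60 of the 74. The median change of the 185 genes was -0.45 in polysomes and 0.21 in total RNA of *ppp-1(wrm10)* mutants, and -0.41 and 0.21 in *ppp-1(wrm15)* mutants, on the log2 scale. For the 74 genes, it was 0.56 in polysomes and -0.16 in total RNA of *ppp-1(wrm10)*, and 0.70 and -0.14 in *ppp-1(wrm15)*. Calling genes on the ratio of these values favours opposite signs, so the opposite signs are no separate result. Monosome values had no part in the calls. Their median change in *ppp-1(wrm10)* and *ppp-1(wrm15)* was 0.24 and 0.29 for the 185 genes, and 0.20 and 0.45 for the 74.
Among called genes with at least 1 FPKM in each total and polysome group, the 5 with the lowest mean change included *sss-1* on chromosome IV (9892739 to 9893749 in WBcel235). Its value in polysomes was 67.6 FPKM in WT, 20.0 in *ppp-1(wrm10)* and 25.3 in *ppp-1(wrm15)* animals, while that in total RNA was 123, 105 and 101 FPKM, a translational efficiency change of -1.52 (standard error 0.21) and -1.13 (standard error 0.20). For *msrp-3* on chromosome II (814517 to 814837), the change was -1.55 (standard error 0.28) and -1.35 (standard error 0.26). The changes were -1.11 and -1.48 for C49C3.20, -1.15 and -1.39 for K03B4.6, and -2.85 and -2.43 for a locus that joins WBGene00023383 with Y59E1B.14, whose reads cannot be assigned to either gene. In K03B4.6, polysome values rose from 3.50 FPKM in WT to 10.3 and 9.69 in the mutants, less than total RNA, which rose from 1.63 to 10.7 and 11.8.
The highest mean change was that of Y94H6A.7 on chromosome IV (2713174 to 2716574), 3.06 (standard error 0.26) in *ppp-1(wrm10)* and 2.71 (standard error 0.24) in *ppp-1(wrm15)*. Its total RNA fell from 1157 FPKM in WT to 8.84 and 11.2 in the mutants, and its polysome value fell less, from 200.2 FPKM to 12.8 and 12.6. With monosome-associated RNA as the denominator its change was -3.67 and -3.53, and whether a single WT library holds most of its reads cannot be seen from pooled values. Next came a locus listed under the name of the snoRNA C05H8.3, with changes of 2.67 and 1.94. It spans 5635479 to 5654558 on chromosome III and the snoRNA only 5653866 to 5653968, so its value cannot be assigned to the snoRNA. The snoRNAs T06C12.16 and C46C2.8 changed by 1.40 and 3.08, and by 2.12 and 1.84. The error recovered for C46C2.8 (0.0074 and 0.0094) is too close to 0 for its z to be read, as is that of the polysome part of T06C12.16 (0.0066 and 0.0081). For C46C2.8, T06C12.16, the C05H8.3 locus and the locus joining WBGene00023383 with Y59E1B.14, the authors' deposited table calls no change in total RNA or polysomes of either mutant (q between 0.247 and 0.916). With errors taken from the authors' p-values, chosen after the values were seen, none of these 4 passed the threshold on z in either mutant, so their calls rest on recovered errors that the authors' p-values do not bear out. Y94H6A.7, K03B4.6 and H12I13.6 were not called with those errors either, which are only upper limits where a p-value is at its lowest possible value, while *sss-1*, *msrp-3* and C49C3.20 were. H12I13.6, with 1.28 FPKM in WT polysomes, had a mean change of 1.74 (standard error 0.645) and was not called with either pseudocount, nor was C49C3.20 with the higher one.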

We found a significant de-enrichment of 336 mRNAs and an enrichment of 72 mRNAs in the polysome fractions of *ppp-1* mutants (Fig. 3b and Supplementary Dataset 2). GO term analysis of all significantly changed polysome-associated mRNAs revealed enrichment for genes involved in phosphorylation (Fig. 3c).

**Fig. 3:**
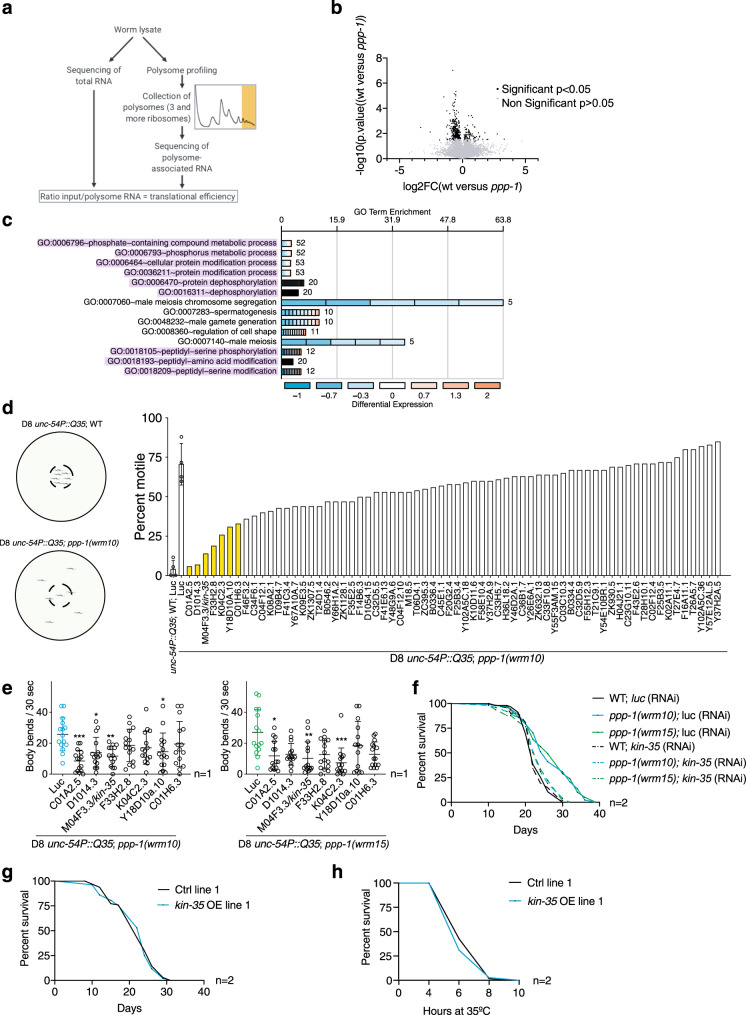
Translational efficiency is altered in *ppp-1* mutants. **a** Polysome sequencing strategy. **b** Volcano plot of polysome-associated mRNAs normalized to total mRNA levels between WT animals and *ppp-1* mutants. All displayed mRNAs were found in both *ppp-1* mutants. Mean p-values and mean log-2-fold changes of both *ppp-1* mutants were used (Student’s two-sided *t* test, significance is reached for *p* < 0.05). FC fold change. The full dataset is in Supplementary Dataset 2. **c** DAVID gene ontology (GO) analysis of significantly changed mRNAs shown in (**b**). Processes involved in phosphorylation are highlighted in purple. **d** RNAi screen for suppressors of polyQ35; *ppp-1(wrm10)* motility. For reliability, assays of polyQ35 WT animals and polyQ35; *ppp-1(wrm10)* mutants on *luciferase* RNAi were performed four times (error bars represent means + SD). Bars highlighted in yellow indicate RNAi treatments with a reduction of motility of at least 50% compared to the *luciferase* control treatment of polyQ35; *ppp-1(wrm10)* worms. **e** Motility assays of day 8 polyQ35 transgenic animals, polyQ35; *ppp-1(wrm10)* and polyQ35; *ppp-1(wrm15)* mutants after indicated RNAi treatments (error bars represent means ± SD, one-way ANOVA Kruskal Wallis test with ***p < 0.001 C01A2.5 vs. Luc, *p = 0.0282 D1014.3 vs. Luc, **p = 0.0074 M04F3.3/*kin-35* vs. Luc, and *p = 0.0361 Y18D10a.10 vs. Luc in polyQ35; *ppp-1(wrm10)* animals (left panel) and *p = 0.0397 C01A2.5 vs. Luc, **p = 0.0036 M04F3.3/*kin-35* vs. Luc, and ***p < 0.001 K04C2.3 vs. Luc in polyQ35; *ppp-1(wrm15)* animals (right panel); *n* = 1 with ≥14 animals per treatment). **f** Survival of WT animals and *ppp-1* mutants upon M04F3.3/*kin-35* or control *luciferase* RNAi knockdown (representative data from *n* = 2 independent experiments). **g** Survival of *kin-35* over-expressing worms (line 1) compared to respective control animals without the extrachromosomal array (representative data from *n* = 2 independent experiments). **h** Thermotolerance assay of day 1 *kin-35* over-expressing mutants (line 1) compared to respective controls as described in (**g**) (representative data from *n* = 2 independent experiments with ≥30 worms each). OE overexpressor. See Supplementary Dataset 1 for survival statistics. See Supplementary Table 1 for statistics on thermotolerance assays. Source data are provided as a Source Data file.

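In *ppp-1(wrm10)* mutants alone, 266 genes had a lower and 134 a higher translational efficiency (z past the threshold), and in *ppp-1(wrm15)* mutants 326 and 291. Over the genes tested, chance alone would give 660.5 such calls per mutant if the recovered errors were exact and z had the spread of a standard normal distribution. The middle 50% of z has only 0.691 and 0.727 times its standard normal width, so that number is no fair reference. Whether there is an excess within a single mutant depends on the scale of the error. At a 5% false discovery rate (Benjamini-Hochberg over the tested genes), 23 genes were lower and 4 higher in *ppp-1(wrm10)*, 24 lower and 17 higher in *ppp-1(wrm15)*, and 10 lower and 4 higher in both. The 4 include the snoRNA C46C2.8, whose recovered error is too close to 0 to be read. The 10 include linc-170, by its name a non-coding RNA. For such RNAs the ratio is no measure of translation. Both comparisons use the same WT libraries, so a chance deviation in WT enters both. In 1000 simulations of unchanged mutants sharing these WT values, with the recovered errors, the number of genes called lower in both was 35.0 on average (18 to 55) and that of genes called higher 35.1 (16 to 55), so the observed numbers lie above the simulated ranges. Across genes, which are not independent replicates, the changes in the mutants had a Pearson's r of 0.62, and the simulations gave 0.41 on average and 0.0942 to 0.698 in range, with 7 of the 1000 as high as observed. Spearman's rho was 0.65, against 0.31 on average in 200 such simulations.

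**Figure D1:**
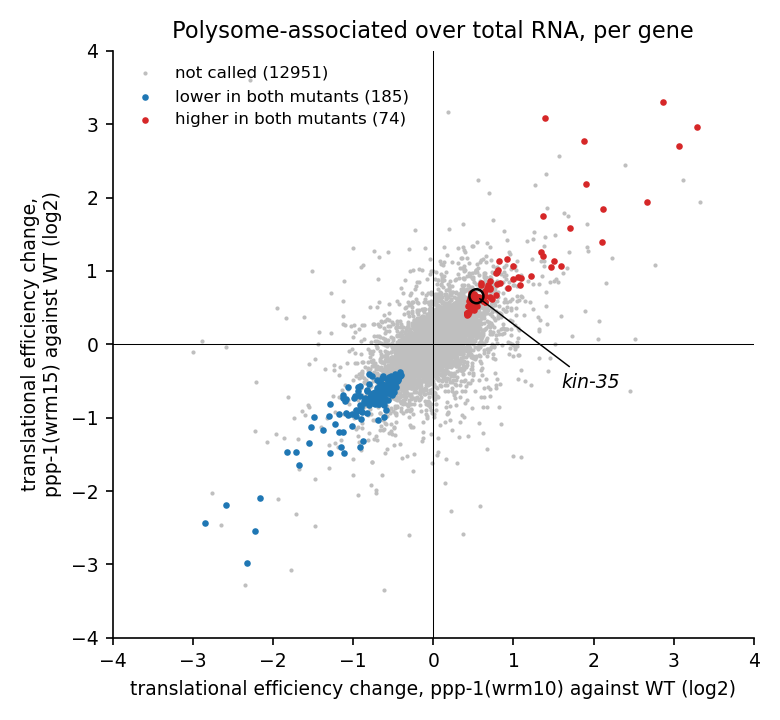
Change in translational efficiency (log2 of polysome over total RNA, against WT) in *ppp-1(wrm10)* on the x axis and *ppp-1(wrm15)* on the y axis, 1 point per gene tested. Genes lower in both mutants are blue, genes higher in both are red, *kin-35* is circled, and 3 genes, 1 of them called, lie outside the axes.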

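None of the candidate genes of Fig. 3e other than M04F3.3 passed the threshold on z in both mutants in the sequenced libraries. C01A2.5, listed in the table as *tads-1* (chromosome I, 13384752 to 13387084 in WBcel235), had a translational efficiency change of 0.20 (standard error 0.21) in *ppp-1(wrm10)* and 0.20 (standard error 0.20) in *ppp-1(wrm15)*. For D1014.3, listed as *snap-1* (chromosome V, 8130611 to 8133329), it was 0.23 and 0.12, with z of 1.14 and 0.62. K04C2.3 had 7.60 FPKM in WT polysomes, 9.04 in *ppp-1(wrm10)* and 10.9 in *ppp-1(wrm15)*, with 68.7, 68.7 and 70.2 FPKM in total RNA, which gives changes of 0.25 (z 0.91) and 0.49 (z 1.89). Y18D10A.10, listed as *clec-104* (chromosome I, 12859493 to 12861293), changed by 0.91 (z 1.86) and 1.42 (z 2.82), at 0.761 FPKM in WT polysomes. It passed in both mutants when the fractions were taken to be correlated at 0.5, and by size alone. It was also called by the mean of the p-values of both mutants, a rule that leaves z in *ppp-1(wrm10)* at 1.86. F33H2.8 and C01H6.3 were not tested, since the authors' status was not OK in each comparison. Their values in total and polysome RNA lay between 0.144 and 1.01 FPKM and between 0.118 and 0.382 FPKM, with changes of 2.33 and 3.72 for F33H2.8 and 0.60 and 1.54 for C01H6.3. With no filter on the status, F33H2.8 passed in both mutants with errors recovered from other pairs of groups, and for C01H6.3 no error could be recovered.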

We hypothesized that some of the enriched mRNAs might contribute to longevity and define *ppp-1* phenotypes. We used resistance to polyQ35 proteotoxicity of *ppp-1* animals as a proxy for longevity and individually knocked down the candidate mRNAs in *ppp-1(wrm10)* mutants using RNAi. At day 8 of adulthood, all polyQ35 transgenic animals were paralyzed while polyQ35; *ppp-1(wrm10)* animals remained motile. Thus, we screened for suppressors of the paralysis phenotype in *ppp-1* mutants (Fig. 3d; Supplementary Fig. 3a). Knockdown of 7 mRNAs suppressed *ppp-1* motility by at least 50% (Fig. 3d, in yellow). Further validation of these 7 RNAi clones was performed by quantifying motility in liquid in both *ppp-1* mutants. Knockdown of candidate genes C01A2.5 and M04F3.3 showed significant motility reduction in both *ppp-1* mutants (Fig. 3e) without affecting motility in WT animals (Supplementary Fig. 3b). These two clones were selected for lifespan analysis and knockdown of M04F3.3 showed full suppression of *ppp-1* longevity without limiting WT lifespan (Fig. 3f), and  knockdown of M04F3.3 mRNA was shown to be effective (Supplementary Fig. 3c). M04F3.3 encodes a predicted kinase with yet unknown functions in the worm that we termed *kin-35*. qPCR analysis confirmed that *kin-35* mRNA association with polysomes was enhanced in *ppp-1* mutants without increased allover abundance (Supplementary Fig. 3d). Together, these data suggest that increased translation of *kin-35* mRNA is required for *ppp-1* longevity. 

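In the sequenced libraries, *kin-35* (listed as M04F3.3; chromosome I, 4763196 to 4765313 in WBcel235) had 4.67 FPKM in polysomes of WT, 10.5 of *ppp-1(wrm10)* and 10.3 of *ppp-1(wrm15)* animals. In total RNA it had 6.08, 9.43 and 8.51 FPKM, and in monosomes 6.31, 13.7 and 12.2 FPKM. The authors' deposited table lists log2 fold changes against WT of 1.17 and 1.14 in polysomes. For total RNA, the authors' deposited table lists 0.63 (q = 0.00423) and 0.48 (q = 0.0223), both called by the authors as higher than in WT. The rise in monosomes in the authors' deposited table was 1.11 and 0.95, close to that in polysomes. The translational efficiency change, over and above the rise in total RNA, was 0.54 (standard error 0.25, z 2.17) in *ppp-1(wrm10)* and 0.66 (standard error 0.24, z 2.74) in *ppp-1(wrm15)*. With the recovered error left undivided, as first planned, z was 1.09 and 1.37 and the gene was not called. After Benjamini-Hochberg adjustment of the p-values from z over the tested genes, its adjusted value was 1.00 and 0.483, so it did not pass a 5% false discovery rate in either mutant. With monosome-associated RNA in place of total RNA as the denominator, the change was 0.059 (z 0.23) and 0.19 (z 0.77). With 1 FPKM added to each value, the change in *ppp-1(wrm10)* was 0.46 (z 1.87). In both mutants, z stayed past the threshold with 0.1 FPKM added (2.14 and 2.70) and with median centring (2.24 and 2.73). A correlation of 0.5 between fractions gave z of 3.07 and 3.87. These settings use the divided error. With errors taken from the authors' p-values, chosen after the values were seen and an upper limit here, z was 1.55 in *ppp-1(wrm10)* and barely past the threshold in *ppp-1(wrm15)*, and the gene was not called. From its enrichment in polysomes together with the loss of longevity upon knockdown, the paper proposes that translation of *kin-35* mRNA is raised in *ppp-1* mutants and needed for their lifespan.

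**Figure D2:**
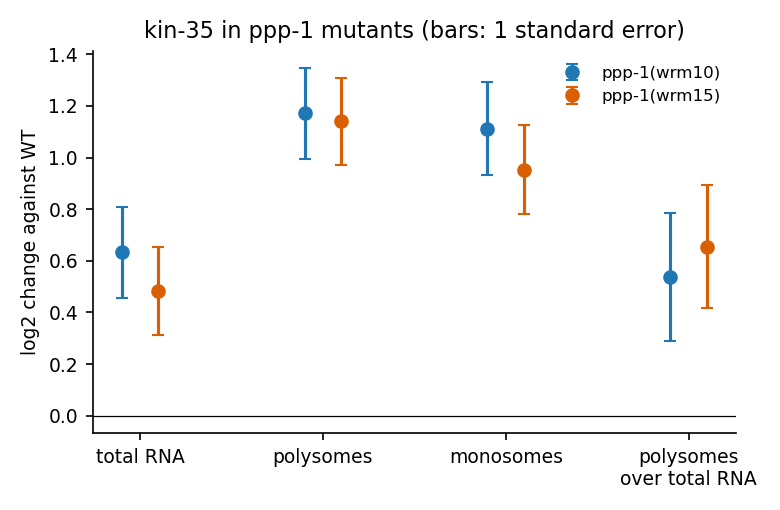
Log2 change of *kin-35* against WT in total RNA, polysomes, monosomes, and polysomes over total RNA, for *ppp-1(wrm10)* (blue) and *ppp-1(wrm15)* (orange). Points are the group values and bars 1 standard error recovered from the authors' deposited table and divided by 2; total RNA lies at 0.63 and 0.48, polysomes at 1.17 and 1.14.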

C01A2.5 knockdown also significantly reduced *ppp-1* longevity but shortened WT lifespan suggesting general toxicity (Supplementary Fig. 3e).

We next asked if *kin-35* over-expression might be sufficient to extend lifespan in WT animals. We generated three independent *kin-35* over-expressing lines (Supplementary Fig. 3f). We did not observe any lifespan extension (Fig. 3g; Supplementary Fig. 3g) or increased thermotolerance (Fig. 3h; Supplementary Fig. 3h) in the *kin-35* transgenic lines. Overall, our results demonstrate that selective translation of *kin-35* is required for lifespan extension and increased protein homeostasis in *ppp-1* animals. However, *kin-35* over-expression was not sufficient to extend lifespan and bolster protein homeostasis in WT nematodes.

### *ppp-1* mutations inhibit the ISR

To further characterize the functional relevance of the *ppp-1* mutations, we used RNAi-mediated *ppp-1* silencing. Knockdown of *ppp-1* did not affect the survival of WT animals (Fig. 4a). Instead, *ppp-1* RNAi abolished longevity and heat resistance of both *ppp-1* mutants (Fig. 4a; Supplementary Fig. 4a) and heterozygous *ppp-1* mutants were long-lived (Fig. 4b). These observations exclude the possibility of causal loss-of-function *ppp-1* mutations as eIF2B activity was required for the observed longevity phenotype. The data, therefore, suggest that *ppp-1* mutations are genetically dominant. Activation of *ppp-1*, hence of the eIF2B complex, would counter the effect of eIF2α phosphorylation and blunt the ISR upon stress. To test this hypothesis, we monitored the uORF-regulated translational activation of the worm homolog of GCN4/ATF4, *atf-4* in the translational *atf-4::GFP* reporter strain. *C. elegans atf-4* was previously named *atf-5*^33^. We used tunicamycin, a specific ER stress inducer that perturbs N-glycosylation, at varying doses to induce reporter expression. Interestingly, we observed that at high tunicamycin concentrations, WT animals reached a plateau of GFP intensity, suggesting that the ISR reached its maximum (Fig. 4c, d). Upon tunicamycin administration, both *ppp-1* mutants showed a significant reduction of the GFP signal compared to WT controls, demonstrating a blunted ISR even at higher tunicamycin concentrations (Fig. 4c, d). We further validated these results with DTT that induces ER stress by interfering with disulfide bond formation and thus protein maturation. While DTT treatment significantly increased reporter expression in WT animals, both *ppp-1* alleles blunted the *atf-4::GFP* response (Supplementary Fig. 4b, c). As *ppp-1* mutations inhibit the ISR during stress, we wondered whether other stress pathways were regulated and therefore investigated the state of the ER-UPR in *ppp-1* mutants. We monitored both constitutive (Supplementary Fig. 4d) and inducible UPR (Supplementary Fig. 4e) target genes. 

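The genes shown in Supplementary Fig. 4d are *dnj-27*, *hsp-3*, *hsp-4*, *dnj-7*, *dnj-28*, *hsp-70*, *ero-1*, Y57A10A.23, R12E2.13, ZK1307.8, C14B9.2, *pdi-2*, *pdi-1*, *sel-1*, C47E12.3 and *erd-2*, and all 16 were listed in total RNA at day 1. In the authors' deposited table, 11 of them had a higher value than WT in *ppp-1(wrm10)* and 12 in *ppp-1(wrm15)* mutants, with a median log2 change of 0.056 and 0.11. The median over all genes tested was below 0 in each mutant, and against random lists matched on expression, a test chosen after the values were seen, the medians of the 16 genes stood at percentiles 99.6 and 99.4. The mutants share the WT libraries, so these are not independent. Genes regulated together can also shift together, which random lists do not reflect, so the percentiles are a description and no test of significance. *hsp-3* went from 324 FPKM in WT to 347 and 348, and *hsp-4* from 173 to 191 and 200.3. After Y57A10A.23, the largest rise in both was that of *dnj-28*, 0.36 and 0.38, which the authors' deposited table does not call. One gene of the 16 passed the authors' test in each mutant, Y57A10A.23 (named *txdc-12.1* in the annotation; chromosome II, 12240388 to 12242085 in WBcel235). It had 25.8 FPKM in WT, 46.9 in *ppp-1(wrm10)* and 38.9 in *ppp-1(wrm15)*, and the authors' deposited table lists log2 fold changes of 0.86 (q = 0.000272) and 0.59 (q = 0.00369). The lowest were C47E12.3 in *ppp-1(wrm10)*, at -0.14, and ZK1307.8 in *ppp-1(wrm15)*, at -0.091. The inducible genes of Supplementary Fig. 4e, measured after treatment, are not analysed here.

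**Figure D3:**
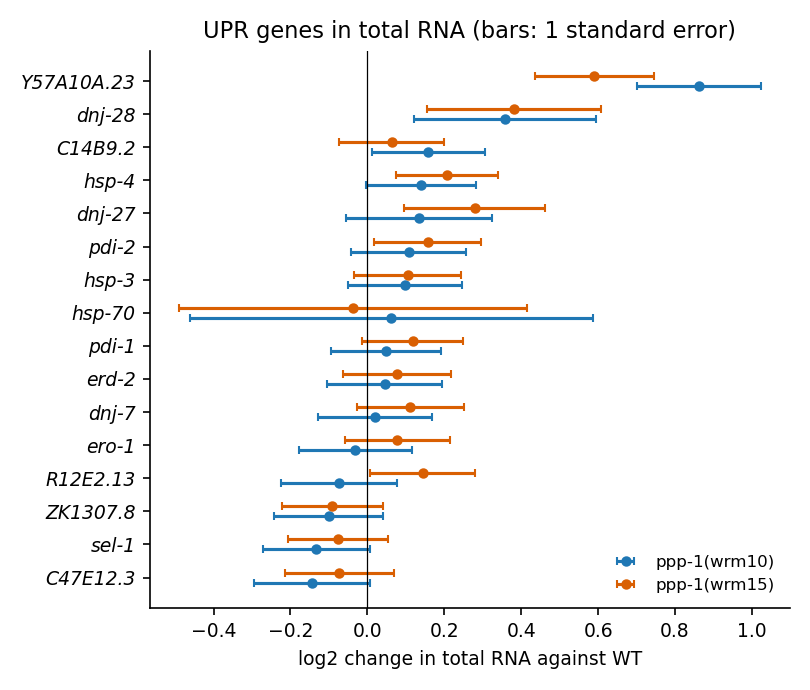
Log2 change in total RNA against WT for the 16 genes, in *ppp-1(wrm10)* (blue) and *ppp-1(wrm15)* (orange). Points come from the authors' deposited table and bars are 1 standard error recovered from it and divided by 2; Y57A10A.23 lies at 0.86 and 0.59.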

We did not observe any increase of UPR activity in *ppp-1* mutants. Further, we asked if the stress resistance of *ppp-1* mutants might be linked to changes in insulin signaling. We did not observe elevated heat-induced dauer formation and did not detect any changes in the expression of *daf-16*/FOXO target genes in *ppp-1* mutants (Supplementary Fig. 4f, g). Together, these data support a specific ISR effect of the *ppp-1* mutations without compensatory regulation of the UPR or adaptive changes in the insulin signaling pathway.

**Fig. 4:**
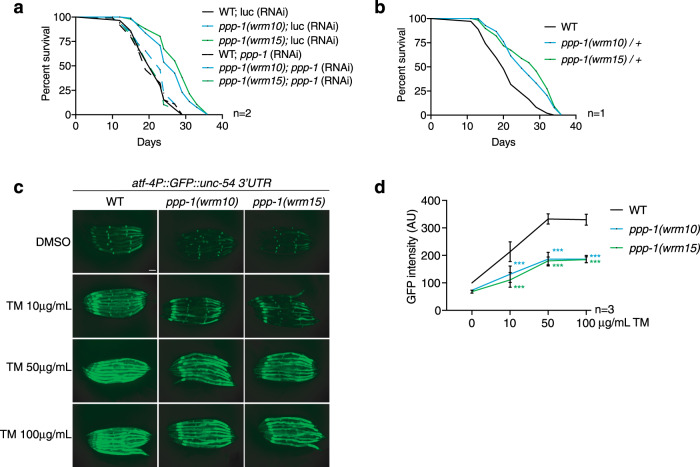
Mutations in *ppp-1* reduce the ISR upon stress. **a** Survival of WT animals and *ppp-1* mutants upon RNAi treatment targeting *ppp-1* or control *luciferase* (representative data from *n* = 2 independent experiments). **b** Survival of heterozygous *ppp-1* mutants compared to WT control animals. **c** Fluorescence images of day 1 WT animals and *ppp-1* mutants in the *atf-4P*::GFP::*unc-54* 3′UTR reporter background. Worms were treated with DMSO only (control) or with the indicated tunicamycin (TM) concentrations for 6 h each (scale bar 75 µm; representative data from *n* = 3 independent experiments with ≥7 animals each). **d** Quantification of GFP intensity in (**c**). Error bars represent means ± SD, two-way ANOVA Dunnett’s post hoc test with ***p < 0.001 vs. WT (*n* = 3 independent experiments with ≥7 animals each). See Supplementary Dataset 1 for survival statistics. Source data are provided as a Source Data file.

As we observed a specific effect of the *ppp-1* mutants in the ISR, we next tested whether the *gcn-2(wrm4)* and *pek-1(wrm7)* mutations from the longevity screen might also prevent ISR activation. Since *C. elegans* has only two eIF2 kinases, GCN-2, and PEK-1, we were able to separate the *wrm4* and *wrm7* alleles from the respective other kinase. We generated double mutants using the *pek-1(ok275)* and *gcn-2(ok871)* full knockout mutants. The *gcn-2(wrm4)*; *pek-1(ok275)* double mutant only has the remaining GCN-2 activity and displayed an 80% reduction of baseline eIF2α phosphorylation (Supplementary Fig. 4h). Likewise, the remaining PEK-1 activity in the *pek-1(wrm7); gcn-2(ok871)* double mutant was significantly reduced (Supplementary Fig. 4h). We conclude that the single amino acid substitutions in GCN-2 and PEK-1 reduce their baseline activity in the ISR.

### Pharmacological ISR inhibition promotes longevity

To further validate our findings using genetic ISR modulators, we next asked if pharmacological ISR inhibition might affect survival in *C. elegans*. For this, we used a set of compounds that were previously described as UPR modulators in worms^34^. We demonstrated that estradiol valerate is an ISR inhibitor, as it reduced GFP induction of the *atf-4::GFP* reporter during tunicamycin treatment (Fig. 5a). Consistent with ISR inhibition, estradiol valerate did not suppress overall protein biosynthesis (Supplementary Fig. 5a). ISRIB, a well-understood inhibitor of the mammalian ISR^35,36^, did not affect *atf-4::GFP* levels in *C. elegans* and did not affect survival (Fig. 5a and Supplementary Fig. 5b). Propafenone hydrochloride further elevated GFP expression, showing that it is an ISR activator (Fig. 5a). Estradiol valerate significantly extended *C. elegans* lifespan (Fig. 5b) and suppressed eIF2α phosphorylation upon DTT treatment (Fig. 5c). Surprisingly, estradiol valerate treatment initiated at day 5 or day 10 of adulthood equally increased survival (Fig. 5b) suggesting that late ISR inhibition might be sufficient to promote lifespan extension. Other estradiol derivatives do not interfere with the ISR^34^, suggesting specificity. In agreement with the genetic interaction of *ppp-1* and *kin-35*, lifespan extension mediated by estradiol valerate was *kin-35* dependent as *kin-35* silencing abolished the longevity specifically in treated animals while not affecting untreated controls (Fig. 5d). Furthermore, lifespan extension by estradiol valerate treatment or *ppp-1* mutation were not additive, supporting the role of estradiol valerate in ISR modulation (Fig. 5e). Finally, ISR induction with propafenone hydrochloride shortened lifespan (Supplementary Fig. 5c). Taken together, our results demonstrate that pharmacological ISR activation was detrimental while ISR inhibition, even late in life, extended lifespan.

**Fig. 5:**
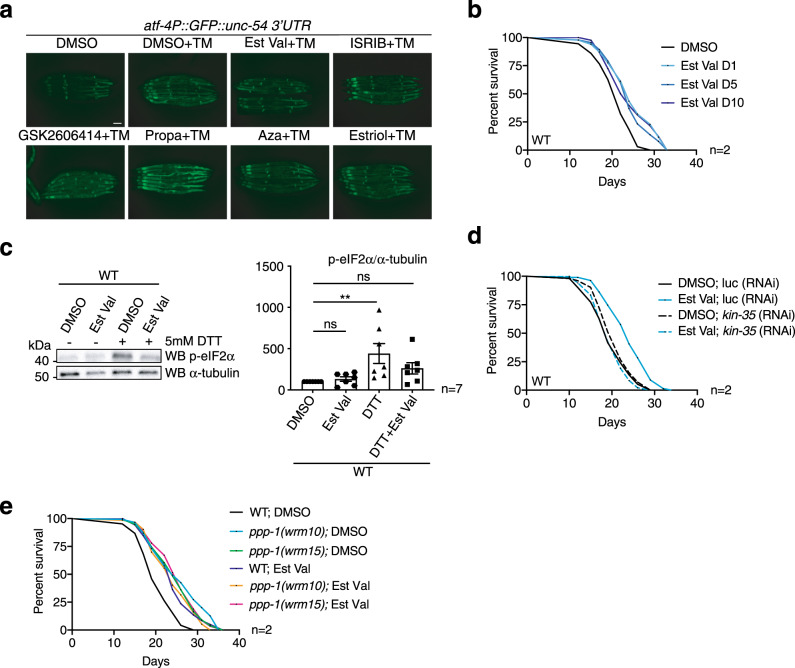
Estradiol valerate inhibits the ISR and extends lifespan. **a** Fluorescence images of *atf-4P*::GFP::*unc-54* 3′UTR reporter animals grown on NGM plates supplemented with 10 µg/mL tunicamycin (TM) and with the indicated compounds (20 µM) or 1% DMSO vehicle control (Est Val = estradiol valerate, Propa = propafenone hydrochloride, Aza = azadirachtin). Scale bar is 75 µm, *n* = 1. **b** Survival of WT worms treated with 1% DMSO (control) or 20 µM estradiol valerate from day 1 (D1), day 5 (D5), or day 10 (D10) (representative data from *n* = 2 independent experiments). **c** Representative Western blot of day 1 worms treated with 1% DMSO (control) or 20 µM estradiol valerate. Worms were incubated without (−) or with 5 mM DTT (+) for 2 h. Levels of phospho-eIF2α (Ser51) were normalized to α-tubulin (error bars represent means +SEM, one-way ANOVA Dunnett’s post hoc test, **p = 0.0044 DTT vs. DMSO; ns = not significant vs. DMSO; *n* = 7 independent experiments). **d** Survival of WT worms treated with 1% DMSO (control) or 20 µM estradiol valerate from day 1 of adulthood upon RNAi treatment targeting *kin-35* or control *luciferase* (representative data from *n* = 2 independent experiments). **e** Survival of *ppp-1* mutants and WT controls treated with 1% DMSO (control) or 20 µM estradiol valerate from day 1 of adulthood (representative data from *n* = 2 independent experiments). See Supplementary Dataset 1 for survival statistics. Source data are provided as a Source Data file.

### Disabling eIF2 phosphorylation extends lifespan in *C. elegans*

To mechanistically address whether ISR inhibition leads to longevity, we engineered a phospho-defective *eIF2α*S51A mutant [Y37E3.10a*(syb1385)*], abolishing the key molecular event in the ISR (Fig. 6a). Homozygous *eIF2α*S51A mutants were viable and displayed regular pharyngeal pumping rates, generation time, and brood size (Supplementary Fig. 6a–c). Importantly, during development *eIF2α*S51A mutants were hypersensitive to ER stress induced by tunicamycin, likely because phosphorylation of eIF2α by the *pek-1*/PERK kinase is required to promote the ER stress response and survival (Fig. 6b). Notably, *eIF2α*S51A mutants showed a robust increase in survival compared to WT animals, demonstrating that the genetic inhibition of the ISR extends lifespan (Fig. 6c). We next asked if, in a trade-off with the lifespan extension, genetic inhibition of the ISR might render worms hypersensitive to chronic stress and performed survival assays on tunicamycin. As expected, WT lifespan was reduced upon chronic ER stress and *eIF2α*S51A mutants had the same lifespan as WT animals in the presence of tunicamycin (Supplementary Fig. 6d). We conclude that genetic ablation of the ISR does not render worms hypersensitive to tunicamycin in adulthood. Consistent with the *ppp-1* thermotolerance phenotype (Fig. 1i), *eIF2α*S51A mutants were heat resistant (Fig. 6d). Furthermore, polysome profiling and puromycin incorporation revealed that the lifespan extension of *eIF2α*S51A mutants occurred without a reduction in protein synthesis (Fig. 6e, f, Supplementary Fig. 6e). In fact, the longevity of the *eIF2α*S51A mutant was dependent on *kin-35* as *kin-35* RNAi treatment abolished the longevity of the ISR defective mutant (Fig. 6g). This suggests that the lifespan extension mediated by ISR inhibition is dependent on selective translation, similar to the *ppp-1* mutants. Finally, we investigated the genetic interaction between *ppp-1* and eIF2α and asked if eIF2B was required for *eIF2α*S51A longevity. Strikingly, *ppp-1* silencing completely suppressed the longevity of *eIF2α*S51A mutants, suggesting that the eIF2B complex mediates longevity in the ISR ablated mutant (Fig. 6h).

**Fig. 6:**
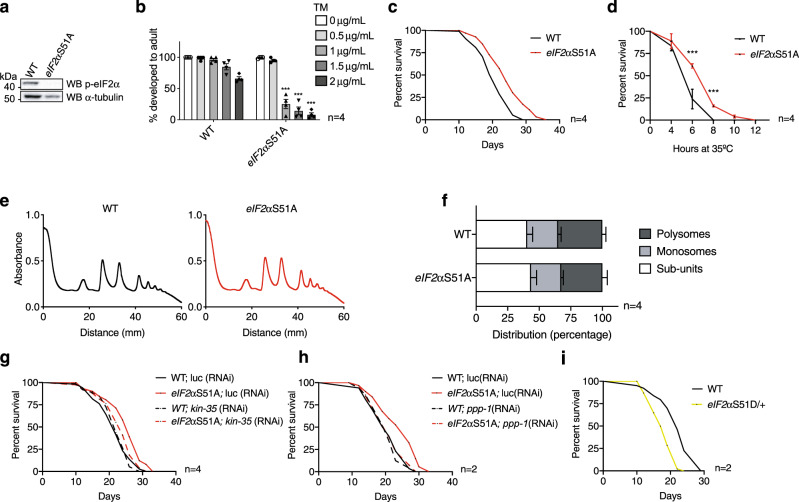
Direct ISR inhibition through phospho-defective *eIF2α*S51A mutations extends lifespan via eIF2B. **a** Western blot of day 1 WT animals and *eIF2α*S51A mutants using anti-phospho-eIF2α (Ser51) and anti-α-tubulin antibodies. **b** Developmental tunicamycin (TM) resistance assay of WT animals and *eIF2α*S51A mutants treated with tunicamycin at the indicated concentrations (error bars represent means + SEM, two-way ANOVA Sidak’s post hoc test, ***p < 0.001 vs. WT at respective tunicamycin concentration; *n* = 4 independent experiments with ≥20 animals each). **c** Survival of *eIF2α*S51A mutants compared to WT control animals (representative data from *n* = 4 independent experiments). **d** Thermotolerance assays of *eIF2α*S51A mutants compared to WT animals (error bars represent means ± SD, two-way ANOVA Sidak’s post hoc test with ***p < 0.001 vs. WT controls; *n* = 4 independent experiments with 50 animals each). **e**, **f** Polysome profiling and quantification of day 1 WT worms and *eIF2α*S51A mutants (error bars represent means + SD, two-way ANOVA Dunnett’s post hoc test; *n* = 4 independent experiments). **g** Survival of WT worms and *eIF2α*S51A mutants upon RNAi treatment targeting *kin-35* or control *luciferase* (representative data from *n* = 4 independent experiments). **h** Survival of WT animals and *eIF2α*S51A mutants upon RNAi treatment targeting *ppp-1* or control *luciferase* (representative data from *n* = 2 independent experiments). **i** Survival of heterozygous phospho-mimic *eIF2α*S51D/+ mutants compared to WT control animals (representative data from *n* = 2 independent experiments). See Supplementary Dataset 1 for survival statistics. See Supplementary Table 1 for statistics on thermotolerance assays. Source data are provided as a Source Data file.

We next tested if, in turn, genetically activated ISR signaling would display detrimental phenotypes. To this end, we generated a phosphomimic *eIF2α*S51D mutant [Y37E3.10a*(syb1567)*] using the CRISPR/Cas9 system. Surprisingly, the homozygous *eIF2α*S51D mutation was lethal. To maintain the mutation at the heterozygous state, we used the genetic balancer ht2. Heterozygous *eIF2α*S51D/+ mutants displayed slow generation time compared to WT animals and reduced brood size (Supplementary Fig. 6f, g). In line with these data, they were short-lived (Fig. 6i). Together, these results demonstrate that constitutive ISR activation is detrimental for *C. elegans*.

Summarizing, we identified multiple longevity-associated eIF2 modulators in a genomic screen for longevity in *C. elegans*. ISR inhibition was linked to longevity and enhanced protein homeostasis, without a reduction of overall protein biosynthesis. Instead, selective translation of specific mRNAs was required for lifespan extension. Inhibiting the ISR using additional genetic or chemical interventions confirmed that fine-tuning of eIF2 leads to longevity.

## Discussion

Through a genomic mutagenesis screen for longevity in *C. elegans*, we found that distinct states of mRNA translation initiation and the ISR independently result in longevity. The unbiased screen revealed a mutation in *iftb-1*, the β subunit of the eIF2 complex, that decreased mRNA translation. Reduced translation is associated with longevity^29,31,37,38^ and RNAi-mediated *iftb-1* knockdown inhibits protein synthesis, extending lifespan^25^. Thus, the genetic screening approach is validated for its capacity to identify longevity-associated pathways, in addition to changes in chemosensation and insulin signaling. More importantly, our data show that inhibition of the ISR extends lifespan, changing mRNA translation without reducing overall protein biosynthesis. This was achieved by genetically dominant mutations in eIF2Bγ/*ppp-1*, as well as through the phosphorylation-deficient S51A mutation in eIF2α that fully impairs the ISR. While bulk protein synthesis remained unaffected in these mutants, translation of certain mRNAs was selectively altered, contributing to the longevity phenotype. In line with the lifespan extension, eIF2Bγ/*ppp-1* and *eIF2α*S51A mutants displayed improved protein homeostasis, essential for cellular and organismal health.

Translation initiation and its modulation, including the ISR, have been deeply characterized in the general control pathway in yeast^20^. The class of general control non-derepressible (Gcn(−)) yeast mutants are unable to activate translation of the uORF-regulated transcription factor GCN4/ATF4 upon amino acid starvation^20^. In other words, Gcn(−) mutations attenuate the stress-induced expression of uORF-regulated genes such as GCN4/ATF4, resulting in a state of ISR inhibition^20^. Mutations that reduce or abolish eIF2α phosphorylation, as in the partial *gcn-2* and *pek-1*  loss-of-function and the *eIF2α*S51A mutants analyzed in this study, therefore belong to the Gcn(−) class. We also classified the dominant eIF2Bγ/*ppp-1* alleles as Gcn(−) mutations as they reduced uORF regulated *atf-4::GFP* expression under stress. eIF2B subunits have been identified carrying Gcn(−) mutations in yeast^39^. Upon eIF2α phosphorylation, eIF2 inhibits eIF2B^40^ and mutations in eIF2Bβ/GCD7 and eIF2Bγ/GCD2 render eIF2B insensitive to its inactivation by phosphorylated eIF2^39,41^. These eIF2B variants are not inhibited despite an activated ISR. The eIF2Bγ/*ppp-1* mutants we found might have similar features regarding regulation by phosphorylated eIF2α and thus showed decreased ISR activity.

Translation initiation and the ISR are intimately linked. Our data suggest that a shift in the translatome, and not the loss of the ISR per se, was responsible for extending lifespan. Long-lived *daf-2*/insulin receptor mutants show changes in their translatome^42^ and the extended lifespan of *daf-2; rsks-1*/S6K double mutants is mediated by the selective translational repression of the cytochrome *cyc-2.1*^43^. However, its translational efficiency was not changed in *ppp-1* mutants (Supplementary Dataset 2). 

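In the sequenced libraries of day 1 *ppp-1* mutants, *cyc-2.1* was listed only as 1 locus joined with the ribosomal protein gene *rpl-20*, so its own reads cannot be told from those of *rpl-20*. This joint locus had 2720 FPKM in WT polysomes, 2334 in *ppp-1(wrm10)* and 2509 in *ppp-1(wrm15)*, with 2493, 2344 and 2421 FPKM in total RNA. Its translational efficiency change was -0.13 (standard error 0.23) and -0.075 (standard error 0.21), less than 1 standard error from 0 in either mutant.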

Our study shows that Gcn(−) mutations change the translational efficiency of specific mRNAs that are required for the observed lifespan extension. This is in line with the regulation of aging at the level of mRNA translation. While it is not understood how *kin-35* mRNA is selectively recruited to polysomes, our data suggest that upregulation of KIN-35 contributes to a switch that enhances robustness. This is supported by the analysis of polysome-associated mRNAs in *ppp-1* mutants pointing to a broader change in the cellular dynamics of phosphorylation and dephosphorylation. Further biochemical and genetic analyses are needed to determine the downstream effects of KIN-35.

Previous data demonstrate that knockout mutations in *gcn-2* and *pek-1* do not affect WT *C. elegans* survival^44,45^, which stands in an apparent contradiction with our data suggesting that single inhibitory amino acid substitutions in GCN-2 and PEK-1 actually extend lifespan. These discrepancies suggest that GCN-2 and PEK-1 kinases might have additional targets in addition to eIF2α. Alternatively, GCN-2 and PEK-1 might be part of larger protein complexes^46,47^ that are affected by deletions or RNAi treatments but not by the more specific point mutations of the kinases.

A number of interventions that extend mouse lifespan show elevated ATF4 expression^48^ and ATF4 is linked to lifespan extension via FGF21 in mice^49^. In addition, GCN4 is required in yeast to extend lifespan when translation is inhibited suggesting a beneficial effect of an activated ISR for longevity^50^. The relationship between lifespan extension and ISR activity has been further investigated in yeast as activated GCN2 extends lifespan in a GCN4/ATF4 dependent manner. In this model, the beneficial effect of ISR activation on replicative lifespan relies on the downstream GCN4/ATF4 effector that activates autophagy^51,52^. Further, pharmacological ISR activation is protective in a Huntingtin mouse model^53^. Nevertheless, deregulated activation of the ISR has also been correlated with cancer and diabetes^54,55^. The ISR is activated in neurogenerative disorders, traumatic brain injury, and Down syndrome^56–59^. Although the role of the ISR in longevity is thus unclear and is very likely to differ between cell types, no studies have yet formally tested how a direct modulation of the ISR affects mammalian survival. Our data show that reducing or fully abrogating the ISR in Gcn(−) mutants extended *C. elegans* lifespan. While the ISR is clearly required to cope with acute stress, the translatome changes in Gcn(−) mutants appear to support robustness and protein homeostasis. Further, our data do not argue against a possible lifespan extension through activation of ATF-4. While ATF-4 likely enhances robustness in conditions of reduced protein synthesis, selective mRNA translation downstream of eIF2B extends life through a fully independent mechanism that does not involve ISR activation or ATF-4 expression.

Pathological conditions associated with an increased ISR can be treated by reducing eIF2α phosphorylation or by interfering with the inhibition of eIF2B. Deletion of eIF2α kinases prevents pathology in a mouse model for Alzheimer’s disease^56^ and PKR knockout enhances cognitive function in a mouse model for Down syndrome^58^. This suggests a causal role of the ISR in these age-associated diseases. Further, memory is enhanced in mice heterozygous for the eIF2αS51A mutation^60^. Pharmacological inhibition of the ISR is possible using the small molecule ISRIB, which enhances memory, prevents neurodegeneration in prion disease, and reverses memory defects associated with traumatic brain injury^57,59,61^. Mechanistically, ISRIB stabilizes and activates eIF2B, which counters the effects of eIF2α phosphorylation^35,36^. In all, these data converge with the enhanced survival and robustness we observed in the Gcn(−) mutations in *C. elegans* eIF2Bγ/*ppp-1*. Our data show that tuning of eIF2 unexpectedly affected nematode survival as genetic or pharmacological inhibition of the ISR increased lifespan. This occurred without suppression of overall protein biosynthesis and might thus be a promising therapeutic approach to modulate the aging process.

## Methods

### *C. elegans* strains and culture

All *C. elegans* strains were maintained at 20 °C on nematode growth medium (NGM) agar plates seeded with the *Escherichia coli* (*E. coli*) strain OP50 unless indicated otherwise^62^. To provide an isogenic background in all mutant strains, they were outcrossed against the wild type Bristol N2 strain. All strains used in this study are listed in Supplementary Table 2, including outcrossing information and source. Genotyping primers used in this study are listed in Supplementary Table 3. The strains *ppp-1(syb728)*, *ppp-1(syb691)*, Y37E3.10a*(syb1385)* (in the main text referred to as *eIF2α*S51A), and Y37E3.10a*(syb1567)* (in the main text referred to as *eIF2α*S51D) were generated by SunyBiotech (China) using CRISPR/Cas9; the correct sequence was verified by PCR and Sanger sequencing (Eurofins Genomics, Germany). The *eIF2α*S51D mutants are lethal in a homozygous state and hence maintained in a heterozygous state with the genetic balancer ht2. The balancer contains a pharyngeal GFP signal, which was used as a marker.

### Unbiased forward longevity screen

The longevity screen was performed with the temperature-sensitive sterile strain CF512 *fer-15(b26); fem-1(hc17)*. L4 larvae were exposed to 0,3% ethyl methanesulfonate (EMS, Sigma) in M9 buffer for 4 h at room temperature. After recovery overnight, young P0 adult animals were transferred to new plates. Singled F1 progeny were allowed to lay eggs overnight. In the next generation, singled F2 progeny were allowed to lay eggs for 16 h. After egg-laying, F2 worms were stocked at 15 °C. F3 eggs were heat-shocked at 25 °C for 48 h to induce sterility and adult animals were scored twice a week for preliminary lifespan analysis. Mutants that outlived the non-mutagenized control by 20% (maximum lifespan) were selected for regular demographic lifespan analyses to confirm the longevity phenotype. After the lifespan assays, mutants with a mean lifespan extension above 18% compared to non-mutagenized CF512 controls were selected for whole-genome sequencing.

### Mutant mapping and sequence analysis

Genomic DNA of selected long-lived strains was prepared using the QIAGEN Gentra Puregene Kit. Whole-genome sequencing was conducted on the Illumina HiSeq2000 platform. Paired-end 100 bp reads were used; the average coverage was larger than 16-fold. Sequencing outputs were analyzed using the CloudMap Unmapped Mutant Workflow pipeline on Galaxy^63^. The WS220/ce10 *C. elegans* assembly was used as the reference genome.

### Induction of endoplasmic reticulum stress with tunicamycin

To induce endoplasmic reticulum (ER) stress with tunicamycin, worms were transferred on NGM plates containing different tunicamycin concentrations and 1% DMSO or control plates with 1% DMSO only. Standard treatment was at 10 µg/mL tunicamycin for 6 h at day 1 of adulthood, unless stated otherwise. Treatments for lifespan experiments, the compound screen, and developmental tunicamycin resistance assays are specifically described in the respective methods subsections.

### Induction of ER stress with dithiothreitol (DTT)

For the DTT treatment, an overnight culture of OP50 bacteria was 10-fold concentrated in an S-basal medium. Worms were transferred into 250 µL S-basal medium, 200 µL 10-fold concentrated OP50 and 5 µL 1 M DTT (Sigma) diluted in S-basal. The volume was filled up to a total of 1 mL with S-basal (final DTT concentration: 5 mM). Worms were incubated for 2 h at 200 rpm.

### Lifespan assays

Gravid day 1 adults were allowed to lay eggs for 5 h. The offspring was used for lifespan analysis. The L4 stage was defined as day 0 and more than 100 worms were used per strain and condition. Worms were kept at 20 °C on NGM plates seeded with OP50 *E. coli* at all times. The animals were transferred every second day to fresh plates until they reached the post-reproductive stage. Scoring was performed every second day by monitoring (touch-provoked) movement and pharyngeal pumping. Animals in RNAi lifespan assays were treated with RNAi from day 1 of adulthood and kept on NGM plates seeded with HT115 *E. coli* bacteria expressing control *luciferase* or targeting RNAi clones throughout the experiment. Animals in lifespan assays on estradiol valerate (Sigma), ISRIB (Sigma), or propafenone hydrochloride (Sigma) were transferred at the L4 stage to NGM plates containing 1% DMSO (Sigma) and 20 µM estradiol valerate/ISRIB/propafenone hydrochloride or control plates with 1% DMSO only. Animals in lifespan assays on tunicamycin (TM, Sigma) were transferred on day 1 of adulthood to NGM plates containing 20 µg/mL TM and 1% DMSO or control plates with 1% DMSO only. Lifespan assays of heterozygous *ppp-1* animals were performed on F1 hermaphrodites after crossing of mutant hermaphrodites to WT males. Lifespan assays of heterozygous *eIF2α*S51D/+ animals were performed using the genetic balancer ht2 (which can be recognized by expression of pharyngeal GFP). In all lifespan experiments, worms that had undergone internal hatching, vulval bursting, or worms crawling off the plates were censored. Throughout the experiment, strain and/or treatment were unknown to researchers. Data were assembled upon completion of the experiment. Statistical analyses were performed with the Mantel–Cox log-rank method in Prism (Version 8.2.0).

### Thermotolerance assays

After an egg-lay, synchronized day 1 animals were transferred to 6 cm NGM plates containing OP50 and placed at 35 °C. Survival was scored for (touch-provoked) movement and pharyngeal pumping every 2 h until no survivors were left. Worms with internal hatching, vulval bursting, and worms crawling off the plates were censored. Throughout the experiment, strain and/or treatment were unknown to the researcher. Unless stated otherwise, at least three independent experiments were performed, error bars represent means ± SD and assays were analyzed by two-way ANOVA, Dunnett’s, or Sidak’s post hoc test as indicated.

### Dauer formation assays

Gravid day 1 adults were allowed to lay eggs for 5 h at room temperature. For dauer formation assays, the offspring was shifted to 27 °C for 60 h. Dauer and non-dauer animals were scored according to their appearance (with at least 50 animals per strain). Dauer and non-dauer stages were verified by performing microscopy of the worm cuticle (Zeiss Imager Z1, Axio Cam ICC5, Zen 2.3 pro software). Images were analyzed with ImageJ.

### Motility assays

Animals carrying the *unc-54P::Q35:YFP* (polyQ35) or the *unc54P::α-syn* transgene were grown on NGM plates seeded with OP50. For RNAi experiments, they were transferred at the L4 stage to plates seeded with HT115 bacteria expressing *luciferase* or candidate RNAi clones. On day 7 or 8 of adulthood, motility was tested by transferring single worms to M9, where they were allowed to acclimatize for 30 s, followed by the counting of body bends over 30 s. At least 12 worms were scored per experiment, genotype, and/or treatment. Throughout the experiment, strain, and/or treatment were unknown to the researcher. Unless stated otherwise, at least three independent experiments were performed, error bars represent means ± SD and assays were analyzed by one-way ANOVA, Dunnett’s post hoc test.

### Western blotting

For Western blotting, day 1 worms were collected in M9 and snap-frozen in liquid nitrogen. For protein extraction, worms were lysed in RIPA buffer (150 mM NaCl, 1% NP40, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS), 50 mM Tris-HCl, pH 8.0, completed with protease inhibitors), sonicated and spun down. Protein quantification was done by bicinchoninic acid assay (Pierce BCA Protein Assay Kit, Thermo Fisher). Equal amounts of protein were diluted in NuPAGE LDS Sample Buffer (4×, ThermoFisher) containing 50 mM Dithiothreitol (DTT). Proteins were then separated by reducing sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes (Amersham^TM^ Hybond ECL), followed by blocking with milk or bovine serum albumin (BSA) and antibody labeling with specific antibodies to phospho-eIF2α (Ser51) (Cell Signaling; 1:2.000 in 2% BSA), puromycin (Merck Millipore; 1:10.000 in 5% milk), Living Colors GFP (Clontech; 1:5.000 in 5% milk), α-tubulin (Sigma; 1:10.000 in 5% milk) and histone H3 (Abcam; 1:10.000 in 5% milk). Immunolabeling was visualized using chemiluminescence kits (ECL, Amersham Bioscience) on a Chemidoc MP Imaging System (Biorad) and analyzed with the ImageLab Software (version 5.2, Biorad). Signals were quantified with ImageJ (version 1.51) and Prism (version 8.2.0). For Western blot analyses of compound-feeding experiments, worms were fed after hatching with 20 µM estradiol valerate (Sigma) and 1% DMSO, or 1% DMSO only. ER stress by DTT or tunicamycin was induced as described above. For Western blot analysis at day 6 of adulthood (and corresponding day 1 control experiments), worms were transferred to NGM plates containing 10 µM 5-Fluoro-2′-deoxyuridine (FUDR, Sigma) at the L4 stadium. The collection of the Western blot samples was conducted simultaneously for day 1 and day 6 animals. Unless stated otherwise, at least 4 independent experiments were performed, error bars represent means ± SEM and assays were analyzed by one-way ANOVA, Tukey’s, or Dunnett’s post hoc test as indicated.

### SUnSET, puromycin incorporation

To monitor protein synthesis in a nonradioactive manner using puromycin incorporation and puromycin detection based on Schmidt et al.^32^, day 1 worms were collected in M9 and once washed into S-basal medium. For puromycin treatment, an overnight culture of OP50 bacteria was 10-fold concentrated in S-basal medium. Worms were then transferred into 250 µL S-basal medium, 200 µL 10-fold concentrated OP50, and 50 µL 10 mg/mL puromycin diluted in S-basal. The volume was filled up to a total of 1 mL with S-basal (final puromycin concentration: 0.5 mg/mL). Worms were incubated for 3 h at 200 rpm. Afterwards, they were washed 3 times in S-basal and snap-frozen in liquid nitrogen. Worms were kept on ice after the puromycin treatment. Protein extraction and Western blot using an anti-puromycin antibody (Merck Millipore) were performed as described before.

### ^35^S-methionine labeling

To monitor translation rates, ^35^S-methionine labeling was performed based on Hansen et al.^25^. OP50 bacteria were cultured overnight in LB medium (1 mL/sample) containing 15 μCi of ^35^S-methionine and concentrated 10-fold. Synchronized day 1 worms were added to the mix and incubated for 3 h at room temperature. Worms were washed twice with S-basal and incubated in nonradioactive OP50 (10-fold concentrated). Worms were then washed twice with S-basal medium before three freeze/thaw cycles using liquid nitrogen. Worm pellets were boiled in 100 μL 1% SDS and centrifuged 2 min at 2000*g* to remove cuticles. Supernatants were submitted to trichloroacetic acid precipitation. Protein pellets were neutralized with 20 μL of 0.2 M NaOH. Proteins were solubilized with 180 μL of 8 M urea; 4% chaps; 1% DTT. Protein concentrations were measured using Bradford reagent and ^35^S radioactivity was measured by liquid scintillation. Unless stated otherwise, at least five independent experiments were performed, error bars represent means ± SEM and assays were analyzed by one-way ANOVA, Dunnett’s post hoc test.

### Polysome profiling

For the analysis of translation via polysome profiling based on Ding and Großhans^64^, synchronized gravid day 1 adults were grown on NGM plates seeded with OP50. Per genotype and replicate, ~12,000 worms were harvested and washed twice with M9, once with M9 supplemented with 1 mM cycloheximide (Sigma) and once with lysis buffer (20 mM Tris pH 8.5, 140 mM KCl, 1.5 mM MgCl2, 0.5% Nonidet P40, 1 mM DTT, 1 mM cycloheximide). Worms were pelleted and resuspended in 350 µL cold lysis buffer supplemented with 1% sodium deoxycholate (DOC, Sigma). Resuspended worms were lysed using a chilled Dounce homogenizer. Ribonuclease inhibitor RNasin (Promega) was added to samples used for RNA sequencing or quantitative PCR (qPCR) at a concentration of 0.4 U/µL. Samples were then mixed and incubated on ice for 30 min, followed by a centrifugation step (12,000*g*, 10 min, 4 °C) for clearance. The pellet was discarded and the RNA concentration of the supernatant was estimated by absorbance measurement at 260 nm.

To prepare sucrose gradients, 15% (w/v) and 60% (w/v) sucrose solutions were prepared in basic lysis buffer (20 mM Tris pH 8.5, 140 mM KCl, 1.5 mM MgCl2, 1 mM DTT, 1 mM cycloheximide). Linear sucrose gradients were produced using a Gradient Master (Biocomp). Equivalent amounts of sample (around 400 µg RNA) were loaded on the gradient and centrifuged at 39,000*g* for 3 h at 4 °C, using an Optima L-100 XP Ultracentrifuge (Beckman Coulter) and the SW41Ti rotor. To analyze the sample on the gradient during fractionation, absorbance at 254 nm was measured and recorded (Econo UV monitor EM-1, Biorad) using the Gradient Profiler software (version 2.07). Gradient fractionation was performed from the top down using a Piston Gradient Fractionator (Biocomp) and a fraction collector (Model 2110, Biorad). Gradients were fractionated into 20 fractions of equal volume. In an initial experiment, the ribosomal fractions were validated by analyzing RNA from each fraction via agarose gel electrophoresis. The 18S and 28S rRNA signals were used as indicators for the 40S ribosomal subunit, the 60S ribosomal subunit and fully assembled ribosomes. Quantification of the ribosomal complexes was performed using Image J and statistically analyzed with Prism. Unless stated otherwise, at least four independent experiments were performed, error bars represent means ± SD and assays were analyzed by two-way ANOVA, Dunnett’s post hoc test.

For more precise analysis of ribosomal fractions, they were collected by hand according to their absorbance profile; for RNAseq and qPCR analyses, one fraction for 80S ribosomes and one for polysomes (excluding disomes) was collected per sample. RNA extraction from total lysates and from each fraction was performed using the Direct-zol RNA MicroPrep Kit (Zymo Research) according to the manufacturer’s recommendations.

### Polysome sequencing

For polysome sequencing, monosome extracts, polysome extracts (without disomes), and corresponding total RNA were collected as detailed above. cDNA libraries were generated with ribosomal RNA depletion at the Cologne Center for Genomics and sequenced on the Illumina HiSeq2000 platform.

For data analysis, raw reads from all RNAseq and polysome sequencing replicates were mapped to the *C. elegans* reference genome (ENSEMBL 91) using HISAT2 (v2.1.0)^65^. After guided transcriptome assembly with StringTie (v1.3.4d), transcriptomes were merged with Cuffmerge, and quantification was performed with Cuffquant^66^. The analysis for differential gene expression for total, monosomal, and polysomal RNA was performed with Cuffdiff (Cufflinks v2.2.1)^67,68^. 

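In the authors' deposited table, 1215 genes were called higher and 233 lower than in WT in total RNA of *ppp-1(wrm10)* mutants, and 1176 and 446 in *ppp-1(wrm15)* mutants. In polysomal RNA, the authors' deposited table calls 1098 higher and 451 lower in *ppp-1(wrm10)*, and 1126 and 579 in *ppp-1(wrm15)*. For monosomal RNA, the numbers in the authors' deposited table are 1236 and 448, and 1315 and 755. Counted here over these calls, 936 genes were higher and 139 lower in both mutants in total RNA, 852 and 303 in polysomal RNA, and 996 and 236 in monosomal RNA, with at most 7 genes called in opposite directions. Simulated unchanged mutants that share the WT values gave at most 20 genes higher and at most 18 lower in both in any fraction, over 200 simulations each. Across the genes of these simulations, which are not independent replicates, the log2 fold changes of the mutants in the authors' deposited table had an r of 0.84 in total, 0.85 in polysomal and 0.87 in monosomal RNA, and the simulations gave at most 0.584, 0.660 and 0.646.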

To analyze the translatome, the abundance of each mRNA in the polysomal fraction was normalized to its abundance in the total input mRNA. Respective normalized values were used to identify changes between different conditions using the Student’s *t* test. For further analyses, we only included the mRNAs that were found significantly changed in both *ppp-1* mutants. For each mRNA, the mean *p* values and the mean log-2 fold change of both *ppp-1* mutants were used. David analysis was performed to identify significantly enriched gene ontology terms^69^.

### RNAi experiments

For RNAi-mediated knockdown of specific genes, HT115 bacteria carrying vectors for dsRNA of the target gene under a promotor inducible by isopropyl β-d-1-thiogalactopyranoside (IPTG) and ampicillin resistance were used. Bacteria were seeded on NGM plates containing 100 µg/µL ampicillin (Merck Millipore) and 1 mM IPTG (Roth). After egg-lay, worms were grown on regular NGM plates seeded with OP50 bacteria until the L4 stage and then transferred to RNAi plates. RNAi against *luciferase* was used as nontargeting control. All RNAi clones were obtained from the Ahringer and Vidal RNAi libraries^70,71^. Clones were validated by plasmid purification (QIAprep Spin Miniprep Kit, Qiagen) and sequenced using the L4440 seq RV primer.

### Selective RNAi screen for suppressors of *ppp-1* motility

Synchronized worms of the *ppp-1(wrm10)* strain crossed to *mLs133[unc-54P::Q35:YFP]* animals (polyQ35;* ppp-1(wrm10)*) and control *mLs133[unc-54P::Q35:YFP]* worms (polyQ35 WT) were grown to the L4 larval stadium. Animals were then placed on NGM plates containing 10 µM FUDR to inhibit the development of progeny. Plates were seeded with HT115 bacteria expressing selected RNAi clones to knock down specific genes in the nematodes. At day 8 of adulthood, the motility of polyQ35;* ppp-1(wrm10)* as well as polyQ35 WT worms was assessed on *luciferase* control RNAi and 66 RNAi treatments targeting mRNAs enriched in *ppp-1* polysomes. To test motility, 15 worms were picked into the center of a 10 mm circle on an unseeded NGM plate and their ability to leave the circle after one minute was scored. For more reliability, four experiments were performed for the control conditions (polyQ35 WT and polyQ35; *ppp-1(wrm10)* on *luciferase* RNAi; error bars represent means ± SD).

RNAi treatments rescuing the polyQ35;* ppp-1(wrm10)* motility phenotype to at least 50% compared to the polyQ35;* ppp-1(wrm10)* control on *luciferase* RNAi were validated by full motility assays (without the usage of FUDR) counting body bends over 30 s in liquid. In a counter screen, the effect of the RNAi treatments on polyQ35 WT animals was tested. To this end, young worms were treated as described before and the motility on day 6 of adulthood was scored. If motility of polyQ35 WT worms treated with RNAi against candidate mRNAs was significantly lower compared to animals treated with *luciferase* RNAi, candidates were excluded from further analysis.

### Worm imaging

For worm imaging, animals were arranged in stacks on unseeded NGM plates and kept on ice. Images were taken with a fluorescence microscope (Leica M165FC) and a camera (Leica DFC 3000G). Images were aquired and analyzed with the Leica Application Suite X (Version 3.4.1.17822). Images were quantified with ImageJ (Version 1.51). Scale bar is indicated in the figure legends.

### Compound screen

To identify compounds inhibiting the ISR, synchronized *atf-4P*::GFP::*unc-54* 3′UTR L4 animals were transferred to NGM plates without or with 4 µg/mL tunicamycin. Plates were supplemented with 1% DMSO (Sigma) as control, or with 1% DMSO and 20 µM estradiol valerate (Sigma), ISRIB (Sigma), GSK2606414 (Calbiochem), propafenone hydrochloride (Sigma), azadirachtin (Sigma) or estriol (Sigma), respectively. Day 1 animals were analyzed by fluorescence microscopy as described above.

### Developmental tunicamycin resistance assays

For developmental tunicamycin resistance assays, NGM plates supplemented with 10 µg/mL tunicamycin and control plates without tunicamycin were used (seeded with OP50 bacteria). 50–80 synchronized eggs per genotype and/or condition were added to the plates. Development to the adult stage was scored after 4 or 5 days. Unless stated otherwise, at least four independent experiments were performed, error bars represent means ± SEM and assays were analyzed by two-way ANOVA, Sidak’s post hoc test.

### Pharyngeal pumping

Pharyngeal pumping rates of synchronized animals were measured at day 1 of adulthood by counting pharyngeal contractions per worm during 30 s. Per experiment and genotype, at least 15 worms were analyzed. Throughout the experiment, strain and/or treatment were unknown to the researcher. Error bars represent means ± SD.

### Generation time

For generation time assays, synchronized eggs were allowed to develop into adult worms on single plates until they laid the first egg, which was defined as the generation time. After 55 h, animals were scored every hour with 15 worms being analyzed per experiment and genotype. Throughout the experiment, strain and/or treatment were unknown to the researcher. Error bars represent means ± SD.

### Brood size assays

For brood size assays, synchronized L4 worms were placed on individual NGM plates seeded with OP50 bacteria. Worms were transferred to fresh plates every 24 h until no more eggs were laid. The number of viable progeny on each plate was counted and summed up for each individual parental worm. Per experiment, genotype and/or condition, at least 15 parental worms were analyzed. Error bars represent means ± SD.

### qRT-PCR (qPCR)

For qPCR analyses, day 1 worm samples or indicated samples from ribosome profiling were collected in TRI Reagent (Zymo) and frozen in liquid nitrogen. RNA extraction was performed using the Direct-zol RNA MicroPrep Kit (Zymo Research) according to the manufacturer´s recommendations, followed by cDNA synthesis (iScript cDNA Synthesis Kit, BioRad). qPCRs were performed using Power SYBR Green PCR Master Mix (Applied Biosystems) on a ViiA 7 Real-Time PCR System (Applied Biosystems). Expression levels of the gene *act-1* were used as internal control for normalization. All qPCR primer sequences can be found in Supplementary Table 4. Unless stated otherwise, at least three independent experiments were performed, error bars represent means ± SEM and assays were analyzed by two-way ANOVA, Tukey’s post hoc test.

### Statistical analysis

Results are presented as means ± SD or means ± SEM. Statistical tests were performed using one-way or two-way ANOVA with Sidak’s, Dunnet’s or Tukey’s multiple comparison test. Significance levels are depicted in the figures and specified in the figure legends. Experiments were carried out with at least three biological replicates unless noted otherwise.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The RNA sequencing data in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE144607. All other data are available in the main text or the Supplementary Materials. The source data underlying Figs. 1j, 1k, 2a–e, 4d, 5c, 6a, b, e, f, and Supplementary Figs. 1c, 2a–c, 3b–e, 4b, 4e–h, 5a, 6a–c, and 6e–g are provided as a Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Mutagenesis screen uncovers lifespan extension through integrated stress response inhibition without reduced mRNA translation
**Source:** Nat Commun. 2021 Mar 15;12:1678. doi: 10.1038/s41467-021-21743-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information for**

### **Title:**

**Mutagenesis screen uncovers lifespan extension through integrated stress response inhibition without reduced mRNA translation**

### **Authors:**

Maxime J. Derisbourg<sup>1,4</sup>, Laura E. Wester<sup>1,4</sup>, Ruth Baddi<sup>1</sup>, Martin S. Denzel<sup>1,2,3\*</sup>

<sup>2</sup>CECAD - Cluster of Excellence  
University of Cologne  
D-50931 Cologne, Germany

<sup>4</sup>These authors contributed equally

This file contains:

Supplementary Figures 1 to 6  
Supplementary Tables 1 to 4

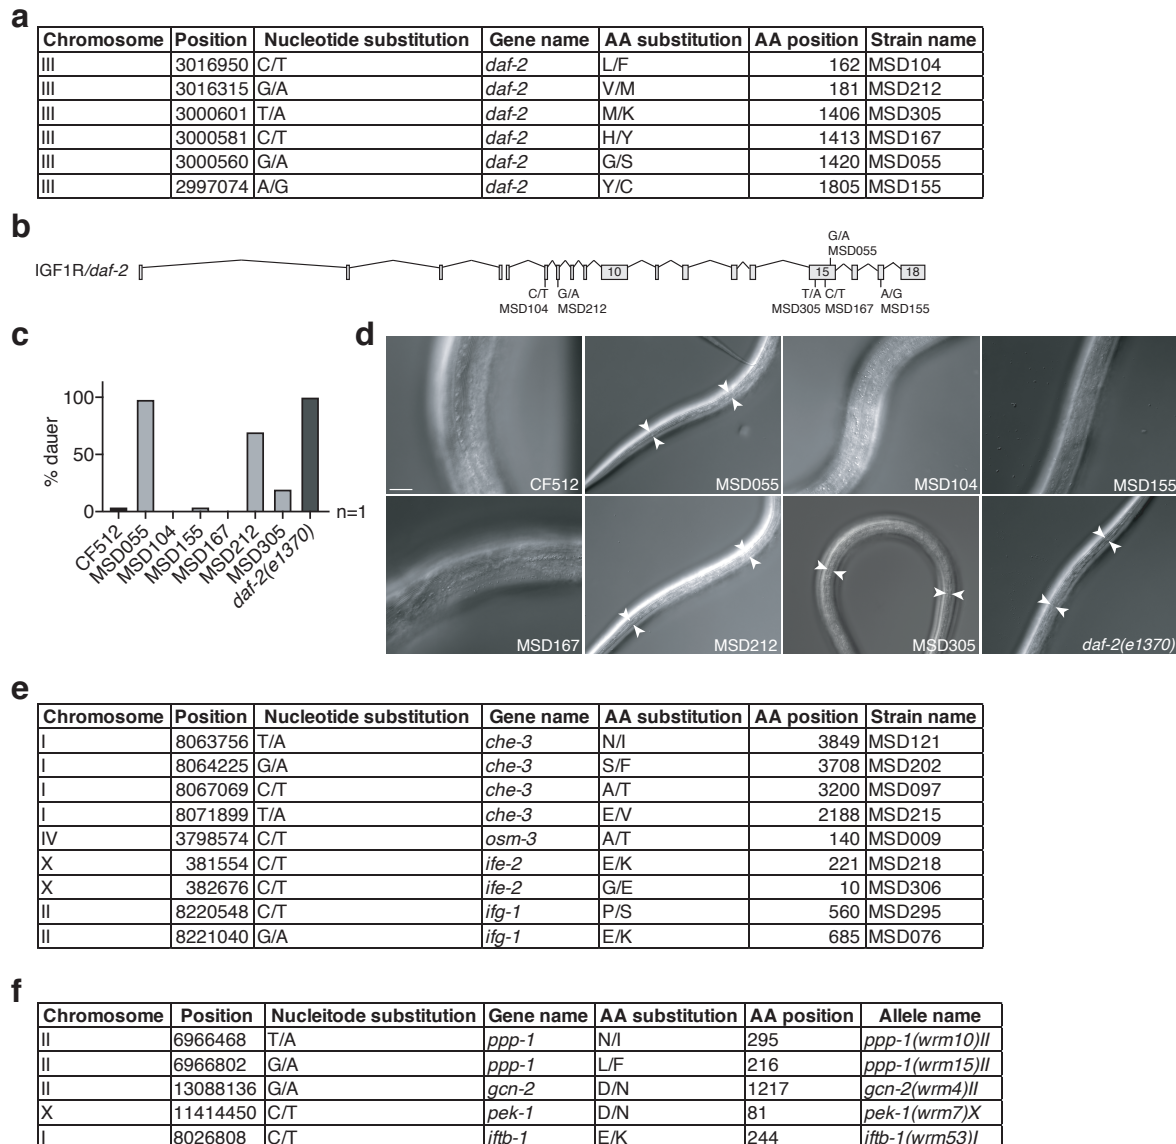

**Supplementary Fig. 1 | Mutations clustering in known longevity pathways and in the ISR identified through a mutagenesis screen for longevity.** **a** Detailed overview of identified alleles in the *daf-2* insulin/insulin-like growth factor 1 (IGF-1) receptor gene. **b** Schematic representation of the *daf-2* gene and corresponding alleles identified in the screen, also shown in (a). **c** Percentage of worms entering the dauer stage upon development at 27 °C. Analyzed were CF512 controls, mutant strains from the screen carrying *daf-2* mutations (MSD strains shown in (a) and (b)), and a dauer constitutive (*daf-c*) *daf-2(e1370)* control (n=1 with ≥50 animals per genotype). **d** Microscopic analysis of dauer alae in the control and mutant worm strains depicted in (a), (b), and (c). White arrows indicate dauer alae. Scale bar is 20 μm, n=1. **e** Detailed overview of alleles in known longevity genes *che-3*, *osm-3*, *ife-2*, and *ifg-1* identified in the screen. **f** Detailed overview of identified longevity alleles clustering in the ISR identified in the screen. Source data are provided as a Supplementary Source Data file.

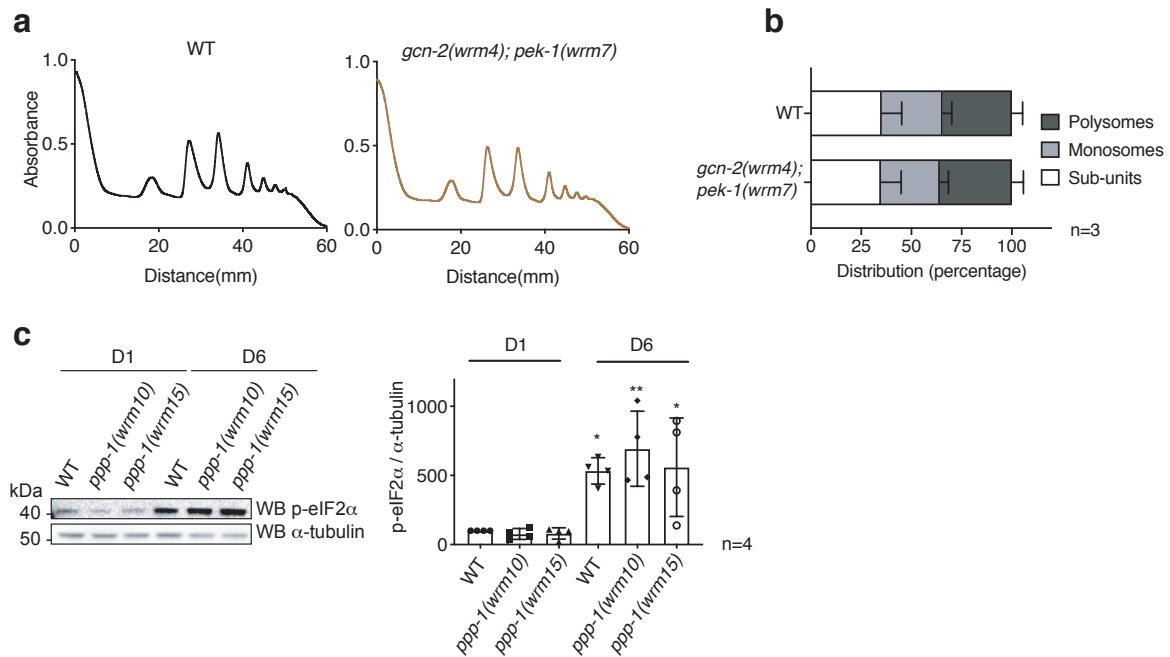

**Supplementary Fig. 2 | Polysome profiling of ISR kinase mutants and ISR analysis in aged *ppp-1* mutants.** **a, b** Polysome profiling and quantification of day 1 WT and *gcn-2(wrm4); pek-1(wrm7)* animals. Quantification represents the relative abundance of ribosomal subunits (40S, 60S), monosomes, and polysomes (error bars represent means +SD, two-way ANOVA Dunnett's post hoc test; n=3 independent experiments; no significant changes were detected). **c** Representative Western blot and quantification of day 1 and day 6 WT animals and *ppp-1* mutants detecting phospho-eIF2 $\alpha$  (Ser51) normalized to  $\alpha$ -tubulin (error bars represent means +SEM, one-way ANOVA Tukey's post hoc test with \*p=0.0182 WT day 1 vs WT day 6; p=0,012 WT day 1 vs *ppp-1(wrm10)* day 6; \*\*p<0.0014 WT day 1 vs *ppp-1(wrm15)* day 6; n=4 independent experiments). Source data are provided as a Supplementary Source Data file.

**a**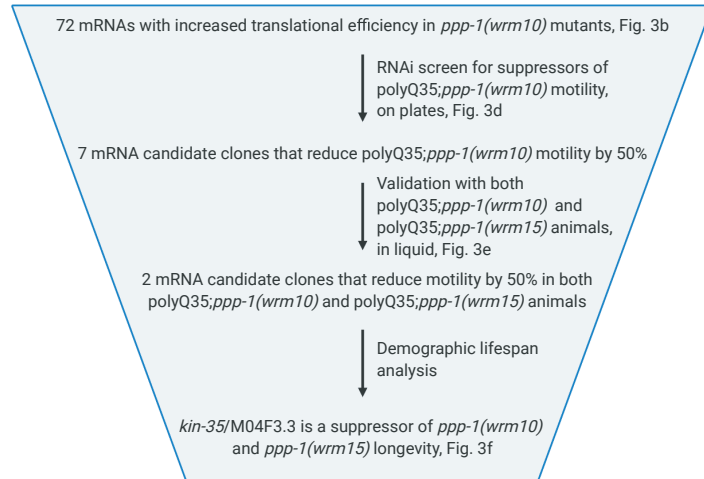**b**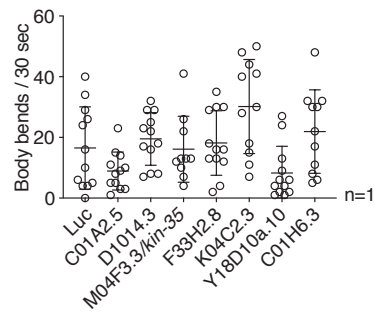**c**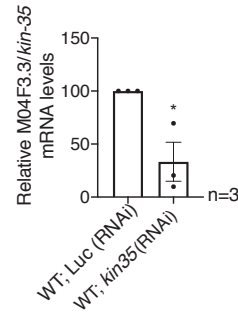**d**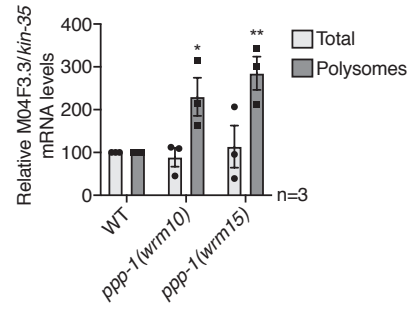**e**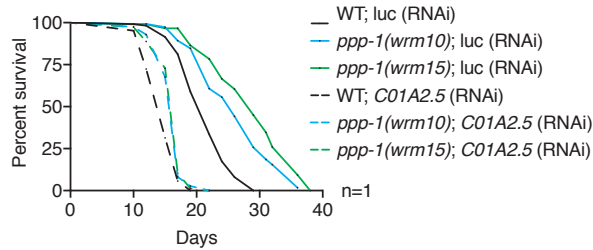**f**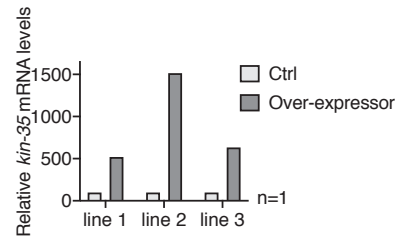**g**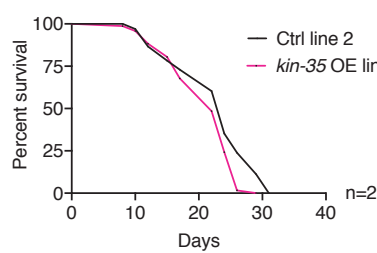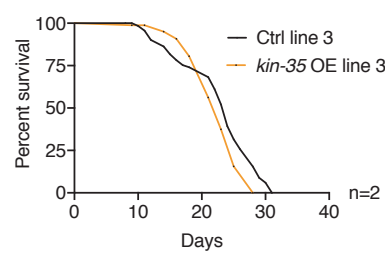**h**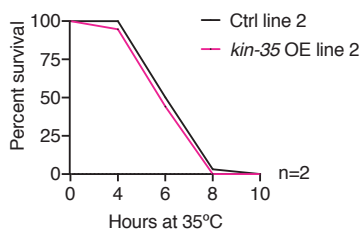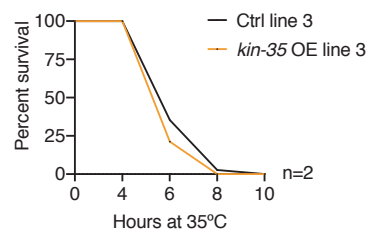

**Supplementary Fig. 3 | Supporting data for the RNAi screen for suppressors of polyQ35; *ppp-1* motility.** **a** Schematic representation of the RNAi screen for suppressors of polyQ35; *ppp-1* motility followed by verification and analysis of motility suppressors. **b** Control motility assays of day 6 polyQ35 transgenic worms after indicated RNAi treatments (error bars represent means  $\pm$ SD, one-way ANOVA Dunnett's post hoc test, no significant changes were detected; n=1 with  $\geq 10$  worms per RNAi treatment). **c** qPCR for *kin-35* mRNA in WT animals using luciferase control or *kin-35* RNAi (error bars represent means  $\pm$ SEM, unpaired two-tailed t-test with \*p=0.0223 vs luciferase control; n=3 independent experiments). **d** mRNA distribution of *kin-35* mRNA in total worm extracts and polysomes of day 1 WT and *ppp-1* animals measured by qPCR (error bars represent means  $\pm$ SEM, two-way ANOVA Tukey's post hoc test with \*p=0.00381 and \*\*p=0.0046 versus WT controls; n=3 independent experiments). **e** Survival of WT animals and *ppp-1* mutants upon RNAi knockdown of C01A2.5 and control *luciferase* (n=1). **f** Relative *kin-35* mRNA levels measured by qPCR in *kin-35* over-expressing worm lines 1, 2, and 3 compared to the respective non-transgenic littermate controls (n=1). **g** Survival of *kin-35* over-expressing worm lines 2 and 3 compared to respective control lines without the extrachromosomal array (representative data from n=2 independent experiments each). **h** Thermotolerance assays of day 1 *kin-35* over-expressing worm lines 2 and 3 compared to respective controls as described in (g) (representative data from n=2 independent experiments with  $\geq 30$  animals each). OE=Over-expressor. See Supplementary Dataset 1 for survival statistics. See Supplementary Table 1 for statistics on thermotolerance assays. Source data are provided as a Supplementary Source Data file.

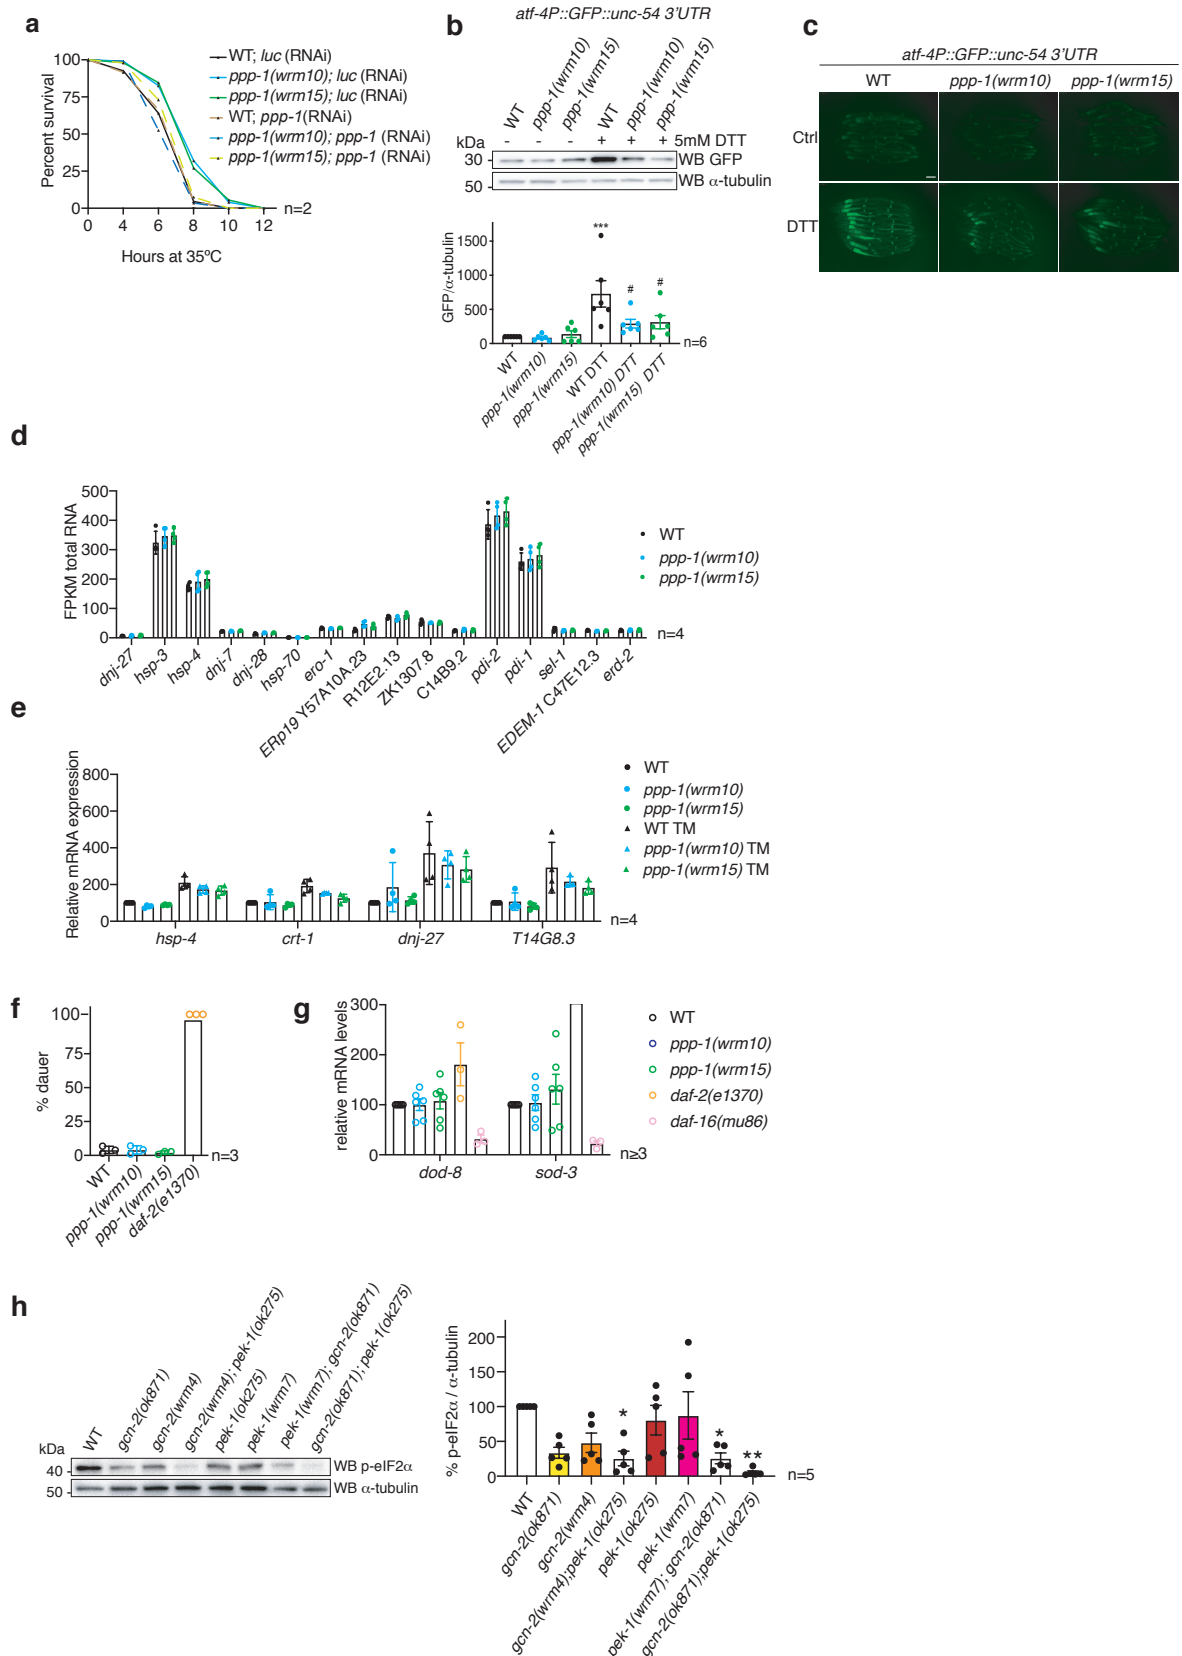

**Supplementary Fig. 4 | Inhibiting the ISR through *ppp-1* mutations does not activate UPR or insulin signaling pathways.** **a** Thermotolerance assays of day 1 WT animals and *ppp-1* mutants upon *ppp-1* RNAi treatment (representative data from n=2 independent

experiments with  $\geq 30$  worms each). **b** Representative Western blot of day 1 WT animals and *ppp-1* mutants in the *atf-4P::GFP::unc-54* 3'UTR reporter background treated with 5 mM DTT for 2 h, using anti-GFP and anti- $\alpha$ -tubulin antibodies. GFP levels were normalized to  $\alpha$ -tubulin (error bars represent means  $\pm$  SEM, one-way ANOVA Tukey's post hoc test, \*\*\* $p < 0.0007$  vs WT(-DTT), # $p < 0.0297$  *ppp-1(wrm10)* vs WT(+DTT); # $p < 0.0438$  *ppp-1(wrm15)* versus WT(+DTT);  $n = 6$  independent experiments). **c** Representative fluorescence images of day 1 WT animals and *ppp-1* mutants in the *atf-4P::GFP::unc-54* 3'UTR background, incubated without (Ctrl) or with 5 mM DTT for 2 h. Scale bar is 75  $\mu$ m,  $n = 3$  independent experiments. **d** mRNA levels of indicated UPR genes measured by RNA sequencing in un-stressed WT and *ppp-1* animals depicted as fragments per kilo base per million mapped reads (FPKM;  $n = 4$  independent experiments). **e** Relative mRNA levels of indicated UPR genes measured by qPCR in WT animals and *ppp-1* mutants. Day 1 animals were treated with 1% DMSO control or 10  $\mu$ g/mL tunicamycin (TM) for 6 h ( $n = 4$  independent experiments). **f** Percentage of worms entering the dauer stage upon development at 27 °C. Analyzed were WT, *ppp-1* and dauer constitutive *daf-2(e1370)* control animals ( $n = 3$  independent experiments with  $\geq 30$  animals each). **g** Relative mRNA levels of indicated *daf-16*/FOXO target genes measured by qPCR in WT animals, *ppp-1* mutants, and *daf-2(e1370)* and *daf-16(mu86)* controls ( $n \geq 3$  independent experiments). **h** Representative Western blot and quantification of day 1 worms of indicated genotypes detecting phospho-eIF2 $\alpha$  (Ser51) and  $\alpha$ -tubulin. Levels of phospho-eIF2 $\alpha$  were normalized to  $\alpha$ -tubulin (error bars represent means  $\pm$  SEM, one-way ANOVA Dunnett's post hoc test, \* $p = 0.0435$  WT vs *gcn-2(wrm4)*; *pek-1(ok275)*; \* $p = 0.0445$  WT vs *pek-1(wrm7)*; *gcn-2(ok871)*; \*\* $p = 0.0445$  WT vs *pek-1(ok275)*; *gcn-2(ok871)*;  $n = 5$  independent experiments). See Supplementary Table 1 for statistics on thermotolerance assays. Source data are provided as a Supplementary Source Data file.

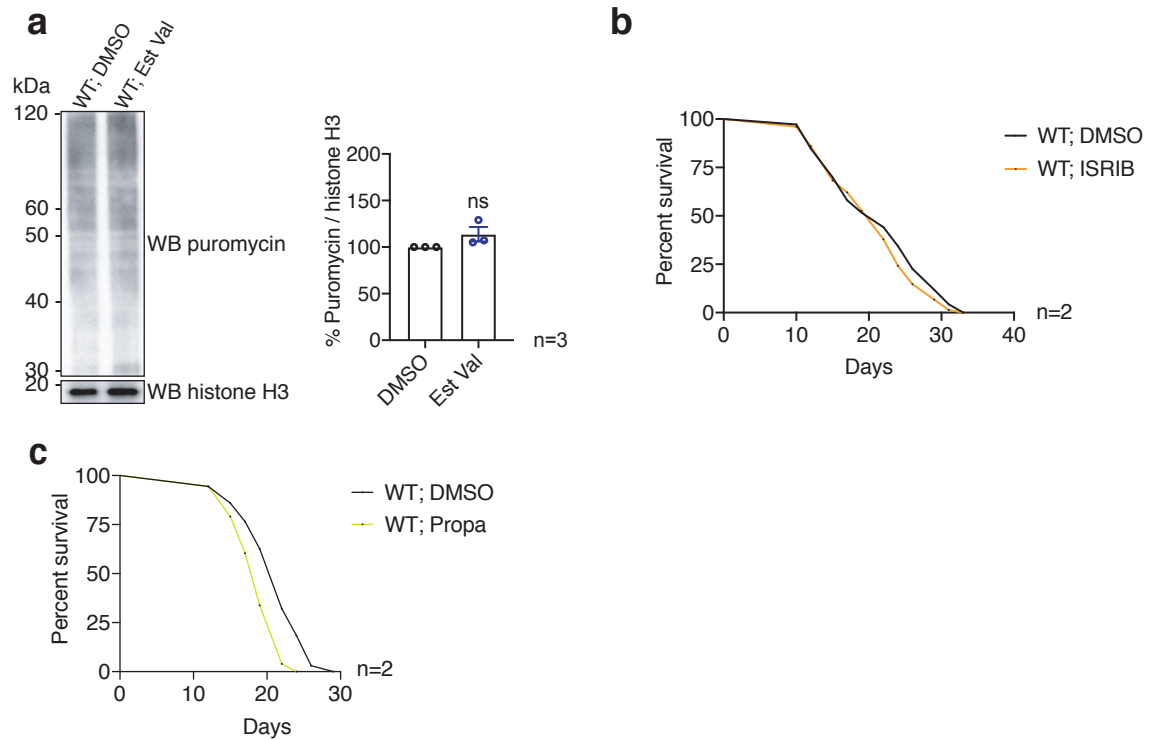

**Supplementary Fig. 5 | Supplementary information on ISR-modulating compounds in *C. elegans*.** **a** Puromycin incorporation followed by Western blot analysis using antibodies detecting puromycin and histone H3 in day 1 WT animals treated with DMSO (control) or 20  $\mu$ M estradiol valerate (error bars represent means +SEM, unpaired two-tailed t-test; n=3 independent experiments; no significant changes were detected). **b** Survival of WT worms grown on NGM plates supplemented with 1% DMSO or 20  $\mu$ M ISRIB (n=2 independent experiments). **c** Survival of WT worms grown on NGM plates supplemented with 1% DMSO or 20  $\mu$ M propafenone hydrochloride (n=2 independent experiments). See Supplementary Dataset 1 for survival statistics. Source data are provided as a Supplementary Source Data file.

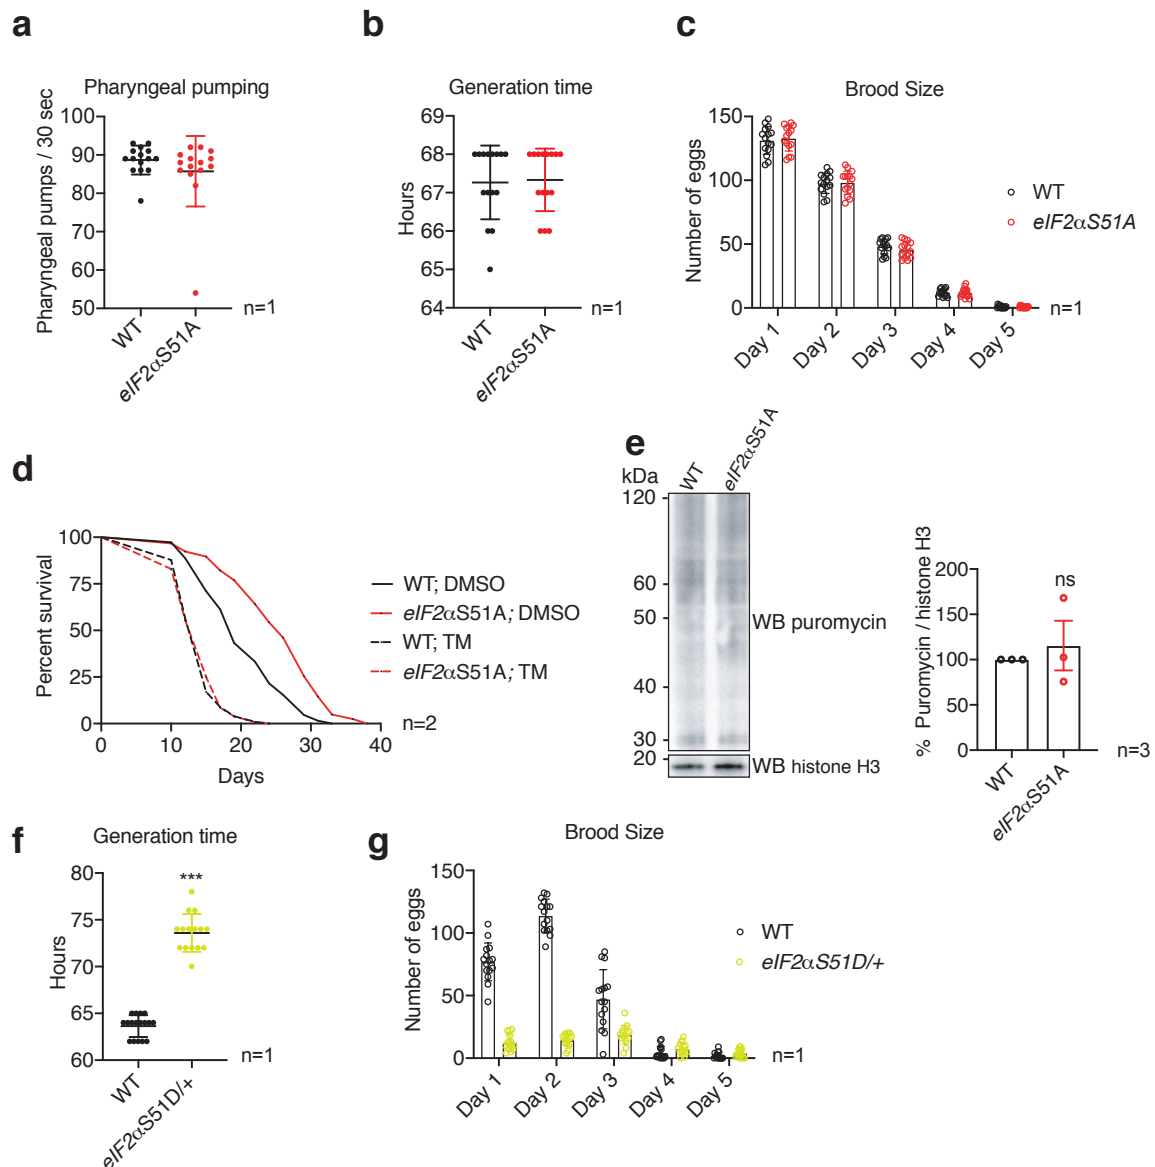

**Supplementary Fig. 6 | Characterization of phospho-defective *eIF2αS51A* and heterozygous phospho-mimic *eIF2αS51D* mutants.** **a** Pharyngeal pumping rates of day 1 WT animals and *eIF2αS51A* mutants (error bars represent means  $\pm$ SD; n=1 with  $\geq$ 15 animals per genotype). **b** Generation time of WT animals and *eIF2αS51A* mutants (error bars represent means  $\pm$ SD; n=1 with  $\geq$ 15 animals per genotype). **c** Brood size of WT and *eIF2αS51A* animals (error bars represent means  $\pm$ SD; n=1 with  $\geq$ 15 animals per genotype). **d** Survival of WT animals and *eIF2αS51A* mutants treated with 1% DMSO (vehicle control) or 20  $\mu$ g/mL tunicamycin (TM) from day 1 of adulthood (n=2 independent experiments). **e** Puromycin incorporation followed by Western blot analysis using antibodies detecting puromycin and histone H3 in day 1 WT animals and *eIF2αS51A* mutants (error bars represent means  $\pm$ SEM, unpaired two-tailed t-test; n=3 independent experiments; no significant changes were detected). **f** Generation time of WT animals and heterozygous phospho-mimic *eIF2αS51D/+* mutants (error bars represent means  $\pm$ SD, unpaired two-tailed t-test \*\*\*p<0.0001 versus WT;

n=1 with  $\geq 15$  animals per genotype). **g** Brood size of WT and heterozygous phospho-mimic *eIF2 $\alpha$ S51D/+* animals (error bars represent means  $\pm$ SD; n=1 with  $\geq 15$  animals per genotype). See Supplementary Dataset 1 for survival statistics. Source data are provided as a Supplementary Source Data file.

## Supplementary Table 1 | Thermotolerance statistics.

(in percent live animals)

| Time (Hours) | WT  |     |     |     | <i>ppp-1(wrm10) II</i> |     |     |     | <i>ppp-1(wrm15) II</i> |     |     |     |
|--------------|-----|-----|-----|-----|------------------------|-----|-----|-----|------------------------|-----|-----|-----|
| 0            | 100 | 100 | 100 | 100 | 100                    | 100 | 100 | 100 | 100                    | 100 | 100 | 100 |
| 4            | 83  | 95  | 88  | 100 | 98                     | 97  | 100 | 98  | 96                     | 100 | 100 | 100 |
| 6            | 50  | 53  | 40  | 32  | 86                     | 77  | 94  | 70  | 82                     | 68  | 87  | 72  |
| 8            | 0   | 0   | 0   | 0   | 22                     | 14  | 30  | 24  | 36                     | 15  | 49  | 24  |
| 10           | 0   | 0   | 0   | 0   | 0                      | 0   | 0   | 8   | 0                      | 0   | 0   | 4   |
| 12           | 0   | 0   | 0   | 0   | 0                      | 0   | 0   | 0   | 0                      | 0   | 0   | 0   |

Fig. 1i

| Time (Hours) | Ctrl line 1 |     | <i>kin-35</i> OE line 1 |     | Ctrl line 2 |     | <i>kin-35</i> OE line 2 |     | Ctrl line 3 |     | <i>kin-35</i> OE line 3 |     |
|--------------|-------------|-----|-------------------------|-----|-------------|-----|-------------------------|-----|-------------|-----|-------------------------|-----|
| 0            | 100         | 100 | 100                     | 100 | 100         | 100 | 100                     | 100 | 100         | 100 | 100                     | 100 |
| 4            | 100         | 100 | 100                     | 100 | 100         | 100 | 92                      | 97  | 100         | 100 | 100                     | 100 |
| 6            | 55          | 30  | 35                      | 27  | 44          | 56  | 57                      | 32  | 35          | 36  | 23                      | 19  |
| 8            | 3           | 0   | 5                       | 0   | 0           | 6   | 0                       | 0   | 5           | 0   | 0                       | 0   |
| 10           | 0           | 0   | 0                       | 0   | 0           | 0   | 0                       | 0   | 0           | 0   | 0                       | 0   |

Fig. 3h and Supplementary 3h

| Time (Hours) | Luciferase (RNAi) |     |                        |     |                        |     | <i>ppp-1</i> (RNAi) |     |                        |     |                        |     |
|--------------|-------------------|-----|------------------------|-----|------------------------|-----|---------------------|-----|------------------------|-----|------------------------|-----|
|              | WT                |     | <i>ppp-1(wrm10) II</i> |     | <i>ppp-1(wrm15) II</i> |     | WT                  |     | <i>ppp-1(wrm10) II</i> |     | <i>ppp-1(wrm15) II</i> |     |
| 0            | 100               | 100 | 100                    | 100 | 100                    | 100 | 100                 | 100 | 100                    | 100 | 100                    | 100 |
| 4            | 91                | 94  | 100                    | 98  | 100                    | 96  | 89                  | 94  | 98                     | 100 | 96                     | 100 |
| 6            | 67                | 61  | 75                     | 90  | 87                     | 82  | 67                  | 66  | 45                     | 60  | 70                     | 76  |
| 8            | 9                 | 0   | 33                     | 31  | 26                     | 28  | 9                   | 0   | 7                      | 0   | 9                      | 6   |
| 10           | 0                 | 0   | 4                      | 4   | 7                      | 4   | 0                   | 0   | 0                      | 0   | 0                      | 0   |
| 12           | 0                 | 0   | 0                      | 0   | 0                      | 0   | 0                   | 0   | 0                      | 0   | 0                      | 0   |

Supplementary Fig. 4a

| Time (Hours) | WT  |     |     |     | <i>eIF2a (syb1385) I</i> |     |     |     |
|--------------|-----|-----|-----|-----|--------------------------|-----|-----|-----|
| 0            | 100 | 100 | 100 | 100 | 100                      | 100 | 100 | 100 |
| 4            | 77  | 88  | 88  | 81  | 81                       | 83  | 94  | 98  |
| 6            | 15  | 15  | 38  | 27  | 60                       | 63  | 63  | 58  |
| 8            | 0   | 0   | 0   | 0   | 15                       | 15  | 17  | 17  |
| 10           | 0   | 0   | 0   | 0   | 4                        | 6   | 2   | 4   |
| 12           | 0   | 0   | 0   | 0   | 0                        | 0   | 0   | 0   |

Fig. 6d

**Supplementary Table 2 | Worm strains used in this study.**

| Strain name | Genotype                                                                 | Backcrossed to N2 | Source        |
|-------------|--------------------------------------------------------------------------|-------------------|---------------|
| MSD331      | Bristol N2                                                               |                   | CGC           |
| CF512       | <i>fer15(b26) II; fem-1(hc17) IV</i>                                     | n/a               | CGC           |
| MSD283      | <i>ppp-1(wrm10) II</i>                                                   | 4x                | this study    |
| MSD310      | <i>ppp-1(wrm15) II</i>                                                   | 4x                | this study    |
| SYB691      | <i>ppp-1(syb691) II</i> CR-N295I (wrm10)                                 | n/a               | Suny Biotech  |
| SYB728      | <i>ppp-1(syb728) II</i> CR-L216F (wrm15)                                 | n/a               | Suny Biotech  |
| MSD513      | <i>ifitb-1(wrm53) I</i>                                                  | 4x                | this study    |
| MSD275      | <i>gcn-2(wrm4) II</i>                                                    | 4x                | this study    |
| MSD302      | <i>pek-1(wrm7) X</i>                                                     | 4x                | this study    |
| MSD413      | <i>gcn-2(wrm4) II; pek-1(wrm7) X</i>                                     | n/a               | this study    |
| MSD535      | <i>gcn-2(ok871) II</i>                                                   | 2x                | this study    |
| MSD511      | <i>pek-1(ok275) X</i>                                                    | 2x                | this study    |
| MSD412      | <i>gcn-2(ok871) II; pek-1(ok275) X</i>                                   | 2x                | this study    |
| MSD512      | <i>gcn-2(wrm4) II; pek-1(ok275) X</i>                                    | n/a               | this study    |
| MSD536      | <i>gcn-2(ok871) II; pek-1(wrm7) X</i>                                    | n/a               | this study    |
| MSD441      | <i>mls133[unc-54p::Q35:YFP]</i>                                          | 2x                | CGC           |
| MSD442      | <i>mls133[unc-54p::Q35:YFP]; ppp-1(wrm10)</i>                            | 2x                | this study    |
| MSD457      | <i>mls133[unc-54p::Q35:YFP]; ppp-1(wrm15)</i>                            | 2x                | this study    |
| MSD505      | <i>pkIs2386[Punc-54::alpha-synuclein::YFP; unc-119(+)]</i>               | 2x                | this study    |
| MSD506      | <i>pkIs2386[Punc-54::alpha-synuclein::YFP; unc-119(+)]; ppp-1(wrm10)</i> | 2x                | this study    |
| MSD507      | <i>pkIs2386[Punc-54::alpha-synuclein::YFP; unc-119(+)]; ppp-1(wrm15)</i> | 2x                | this study    |
| MSD406      | <i>rsk-1(sv31) III</i>                                                   | 2x                | Hubbard lab   |
| MSD538      | <i>sybEx[M04F3.3P::M04F3.3::mCherry;unc-54 3'UTR] line 1</i>             | n/a               | Suny Biotech  |
| MSD539      | <i>sybEx[M04F3.3P::M04F3.3::mCherry;unc-54 3'UTR] line 2</i>             | n/a               | Suny Biotech  |
| MSD540      | <i>sybEx[M04F3.3P::M04F3.3::mCherry;unc-54 3'UTR] line 3</i>             | n/a               | Suny Biotech  |
| MSD314      | <i>ldIs(T04C10.4/atf-4P::GFP::unc-54 3'UTR)</i>                          | 2x                | Blackwell lab |
| MSD317      | <i>ldIs(T04C10.4/atf-4P::GFP::unc-54 3'UTR); ppp-1(wrm10) II</i>         | 2x                | this study    |
| MSD456      | <i>ldIs(T04C10.4/atf-4P::GFP::unc-54 3'UTR); ppp-1(wrm15) II</i>         | 2x                | this study    |
| SYB1385     | <i>Y37E3.10a(syb1385) I</i>                                              | 2x                | Suny Biotech  |
| PHX1567     | <i>Y37E3.10a(syb1567)/hT2[bli-4(e937)let-?(q782)qls48] I</i>             | 2x                | Suny Biotech  |
| MSD498      | <i>daf-2(e1370) III</i>                                                  | 4x                | this study    |
| MSD340      | <i>daf-16(mu86) I</i>                                                    | 4x                | this study    |
| MSD104      | EMS mutant strain containing a <i>daf-2</i> mutation                     | n/a               | this study    |
| MSD212      | EMS mutant strain containing a <i>daf-2</i> mutation                     | n/a               | this study    |
| MSD305      | EMS mutant strain containing a <i>daf-2</i> mutation                     | n/a               | this study    |
| MSD167      | EMS mutant strain containing a <i>daf-2</i> mutation                     | n/a               | this study    |
| MSD055      | EMS mutant strain containing a <i>daf-2</i> mutation                     | n/a               | this study    |
| MSD155      | EMS mutant strain containing a <i>daf-2</i> mutation                     | n/a               | this study    |
| MSD121      | EMS mutant strain containing a <i>che-3</i> mutation                     | n/a               | this study    |
| MSD202      | EMS mutant strain containing a <i>che-3</i> mutation                     | n/a               | this study    |
| MSD097      | EMS mutant strain containing a <i>che-3</i> mutation                     | n/a               | this study    |
| MSD215      | EMS mutant strain containing a <i>che-3</i> mutation                     | n/a               | this study    |
| MSD009      | EMS mutant strain containing an <i>osm-3</i> mutation                    | n/a               | this study    |
| MSD218      | EMS mutant strain containing an <i>ife-2</i> mutation                    | n/a               | this study    |
| MSD306      | EMS mutant strain containing an <i>ife-2</i> mutation                    | n/a               | this study    |
| MSD295      | EMS mutant strain containing an <i>ifg-1</i> mutation                    | n/a               | this study    |
| MSD076      | EMS mutant strain containing an <i>ifg-1</i> mutation                    | n/a               | this study    |

**Supplementary Table 3 |** Genotyping methods and PCR primers used in this study.

| Genotype                                                                                          | Genotyping Method  | Primer sequence                                              |
|---------------------------------------------------------------------------------------------------|--------------------|--------------------------------------------------------------|
| <i>ppp-1(wrm10) II</i><br><i>ppp-1(wrm15) II</i><br><i>gcn-2(wrm4) II</i><br><i>pek-1(wrm7) X</i> | TaqMan SNP mapping | Manufactured by Applied Biosystems                           |
| <i>ppp-1(syb691) II</i> CR-N295I (wrm10)                                                          | PCR                | For TCCTTGTC AATCTGAATGGA<br>Rev CCATCGATCAAATTA ACTTCA      |
| <i>ppp-1(syb728) II</i> CR-L216F (wrm15)                                                          | PCR                | For GCAGTTACAAATCCATTTT<br>Rev CCTTAATAATTCTAATTTTACA        |
| <i>iftb-1(wrm53) I</i>                                                                            | PCR                | CGTAATGTGCCATACTTGCAAG<br>CTCAAAACACGAATCGAATGAG             |
| <i>gcn-2(ok871) II</i>                                                                            | PCR                | For GCATGACATGGCAATGATTCATCG<br>Rev GTACTTTGCAATGATTTTGAGGCG |
| <i>pek-1(ok275) X</i>                                                                             | PCR                | For CTGAGAAGGCAACGCTCTCT<br>Rev ATCACC GCTACTCTGGATGG        |
| <i>eIF2α(syb1385) I</i>                                                                           | PCR                | For ATTGGTAGTTTATCTCATTTAAT<br>Rev TTCTCCTTAATATCTGCACT      |

**Supplementary Table 4 |** RT-qPCR primers used in this study.

| Target gene    | RT-qPCR primer sequence                                        |
|----------------|----------------------------------------------------------------|
| <i>act-1</i>   | For CTACGAACTTCCTGACGGACAAG<br>Rev CCGGCGGACTCCATACC           |
| <i>kin-35</i>  | For GGTGGAATATTGGTGAGGAGGTTGT<br>Rev TGCCACCATGATCTCTCTTTCAATC |
| <i>hsp-4</i>   | For GTGGCAAACGCGTACTGTGATGA<br>Rev CGCAACGTATGATGGAGTGATTCT    |
| <i>crt-1</i>   | For TGTGGCAGGTCAAGTCAGGAAC<br>Rev TTTCTTCGTCGGCCTTCTCCTTC      |
| <i>dnj-27</i>  | For GAGAGCTTGCAGAGGTTATTGGAG<br>Rev GCATCATTGGCAAGCATCCATACG   |
| <i>T14G8.3</i> | For GGATCAAGCTAATGAGCAGCAGAC<br>Rev TGACAGGTTTACAGTTCCGATGC    |
| <i>dod-8</i>   | For ACAGGATGTCTTCAAAAGGAATATGG<br>Rev TTGCTGGGGTGATAGCTTGG     |
| <i>sod-3</i>   | For CACGAGGCTGTTTCGAAAGG<br>Rev GAATTT CAGCGCTGGTTGGA          |

# Supplementary material for: Mutagenesis screen uncovers lifespan extension through integrated stress response inhibition without reduced mRNA translation
**Source:** Nat Commun. 2021 Mar 15;12:1678. doi: 10.1038/s41467-021-21743-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File Name:** Supplementary Data 1

**Description:** Survival statistics (Mantel-Cox log rank method).

**File Name:** Supplementary Data 2

**Description:** List of polysome-associated mRNAs in WT animals and ppp-1 mutants. Data displayed as fold change in WT versus ppp-1. To analyze the translome, the abundance of each mRNA in the polysomal fraction was normalized to its abundance in the total input mRNA. Respective normalized values were used to identify changes between different conditions using two-sided Student's t-test. For further analyses, we only included the mRNAs that were found significantly changed in both ppp-1 mutant alleles. For each mRNA, the mean p-values and the mean log-2 fold change of both ppp-1 mutants were used

# Supplementary material for: Mutagenesis screen uncovers lifespan extension through integrated stress response inhibition without reduced mRNA translation
**Source:** Nat Commun. 2021 Mar 15;12:1678. doi: 10.1038/s41467-021-21743-x
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Leica Application Suite X (Version 3.4.1.17822)  
ImageLab Software (version 5.2, Biorad)

#### Data analysis

CloudMap Unmapped Mutant Workflow pipeline on Galaxy  
Prism (version 8.2.0)  
Zen 2.3 pro software  
ImageJ (version 1.51)  
HISAT2 (v2.1.0)  
StringTie (v1.3.4d)  
Cufflinks (v2.2.1)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA sequencing data in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE144607 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144607>). All other data is available in the main text or the supplementary materials. The

source data underlying Figs. 1j, 1k, 2a-e, 4d, 5c, 6a, 6b, 6e, 6f and Supplementary Figs. 1c, 2a-c, 3b-e, 4b, 4e-h, 5a, 6a-c and 6e-g are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All <i>C. elegans</i> sample sizes were chosen based on standard <i>C. elegans</i> technique protocols publicly available, tested and, if necessary, modified to gain results of sufficient quality. Sample size for survival assays was done with at least 100 animals. |
| Data exclusions | In all lifespan and survival experiments, worms that had undergone internal hatching, vulval bursting, or worms crawling off the plates were censored. These are pre-established exclusion criteria well accepted in the field.                                          |
| Replication     | All experiments have been replicated and the number of independent repeats is in the figure legends and in the supplementary tables.                                                                                                                                     |
| Randomization   | <i>C. elegans</i> animals are selected randomly for experimentation                                                                                                                                                                                                      |
| Blinding        | All experiments measuring <i>C. elegans</i> behavioural traits and survival were blinded. Experiments with indirect output like Western blots, polysome profiling, RNA sequencing, 35S-methionine labelling, and qPCRs were not blinded.                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Phospho-eIF2 $\alpha$ (Ser51) (clone D9G8, Cell Signaling #3398), Anti-Puromycin (clone 12D10, Merck Millipore #MABE343), Living Colors GFP (Clontech), $\alpha$ -Tubulin (clone DM1A, Sigma #T9026), Histone H3 (Abcam #AB1791)                                                                                                                                                                                                                          |
| Validation      | Phospho-eIF2 $\alpha$ (Ser51): Validated in stress assays that enhance phosphorylation, in ISR kinase mutant strains, and in a eIF2 $\alpha$ S51A mutant that lacks the specific phosphorylation-site<br>Anti-Puromycin: Validated in control samples with low translation or without puromycin treatment<br>Living Colors GFP: Validated in non-transgenic negative control samples<br>$\alpha$ -Tubulin and Histone H3: Used as loading control markers |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <i>Caenorhabditis elegans</i> , which are hermaphrodites Experiments such as Western blots, RNA and polysome sequencing were done at the age of day 1 of adulthood unless stated otherwise. Lifespan and thermotolerance assays were performed during the whole life of the animals. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                              |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                                   |

Ethics oversight

The study did not require ethical approval.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

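Total RNA, monosome-associated RNA and polysome-associated RNA were sequenced from WT, *ppp-1(wrm10)* and *ppp-1(wrm15)* animals at day 1 of adulthood, with 4 libraries in each of the 9 groups by the labels. According to the paper, the authors mapped the reads to the *C. elegans* genome with HISAT2, assembled transcripts with StringTie, merged them with Cuffmerge, and quantified and compared them with Cuffquant and Cuffdiff. The values the authors deposited are FPKM, normalized in their Cuffdiff run and pooled into 1 value per group; the library normalization and the other options of that run are not given in the sources used here. The authors' deposited table also gives, for each of the 36 pairs of groups and each of 41875 loci, the log2 fold change, the test statistic (a score), the p-value and the q-value, which the authors' run adjusted, and whether the authors called the difference. It holds 1507500 rows of such comparisons. It gives no counts, so the depth per library and the precision that depth allows are unknown.

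From the FPKM values, the change in translational efficiency was computed per gene and mutant as log2(polysome/total) in the mutant minus log2(polysome/total) in WT, with no pseudocount. The standard error was recovered from the authors' log2 fold changes and test statistics: their ratio was squared for every pair of groups and split by least squares into 1 part per group. These parts were checked against the squared errors of the pairs (median deviation of the error 0.000111%, 95th percentile 0.000342%). The design chosen before the data were examined took this ratio as the standard error of a comparison. On reading the table, the authors' p-values were found to be those of a statistic 2.02 times as large (median over 361031 comparisons with a p between 0.001 and 0.9; quartiles 1.97 and 2.07), so it was divided by 2. That 2 is also the square root of the 4 libraries per group is a possible reason for the factor that was not tested. The division was made before the calls were counted, though the row of *kin-35* had been seen. It raises the number of calls, and the counts with the ratio undivided are given beside the main ones. After division, the middle 50% of z was still narrower than that of a standard normal distribution. Its width was 0.691 times the standard normal one in *ppp-1(wrm10)* and 0.727 times in *ppp-1(wrm15)*. For most genes the error is thus wider than the spread of the changes.

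A gene was tested if the authors' status was OK for both mutants against WT in total and polysome RNA and if a standard error was recovered in both, which left 13210 genes. It was called when z lay beyond 1.96 in both mutants with the same sign. Two-sided normal p-values from z were also adjusted by Benjamini-Hochberg and counted at 5%. Because both mutants are compared with the same WT libraries, unchanged mutants were simulated 1000 times from the recovered errors. The procedure was tested on simulated data with 200 changed genes, 100 in each direction by 1 on the log2 scale: 82 and 72 were recovered, none in the wrong direction, and of the 118 genes past the 5% false discovery rate in *ppp-1(wrm10)* 6.78% were unchanged. Calls in total, polysome and monosome RNA are the authors' own, counted here.

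Genes were named by a rule chosen in advance: the genes the paper names for the polysome sequencing and the integrated stress response, the genes of Fig. 3e and of Supplementary Fig. 4d, and the 5 highest and 5 lowest mean changes among called genes with at least 1 FPKM in the 6 total and polysome groups. The paper's values in Supplementary Data 2, of which the first 1998 of 45422 rows were at hand, and in its figures had been seen by then. Lists of sperm, oocyte and embryo, collagen, vitellogenin, cytosolic ribosomal protein, mitochondrially encoded and histone genes were fixed by name in advance, and their medians were set against 10000 random lists of the same size matched on expression in 20 bins. Coordinates and gene types come from the WBcel235 annotation of Ensembl 115, where 35000 of the 38790 loci with 1 name were matched by symbol, identifier or sequence name, and 34994 of these overlap the gene of that name. *ppp-1* is listed as *eif-2Bgamma*, *iftb-1* as *eif-2beta* and *atf-4* as *atf-5*; the first pair was matched through the protein names the paper gives. The *ppp-1* alleles are point mutations, so the level of its RNA does not check the labels. In 3085 loci several genes are joined under 1 name, and their values belong to no single gene.

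Alternatives changed 1 choice at a time: the threshold on z, the correction for multiple tests, the rule joining the mutants, the minimum value, the pseudocount (0.1 or 1 FPKM), centring on the median, the errors of the direct comparisons, a correlation of 0.5 between fractions, the monosome value as the denominator, loci with joined names left out, and size alone. For the authors' calls they were a q under 0.01, a change of at least 1, at least 1 FPKM, adjustment within a single comparison, and joined loci left out. The undivided error of the first design was run beside these, all of which use the divided one where they use an error. Added after the data were seen were errors scaled to the middle 50% of z, errors of the comparisons with WT computed from the authors' p-values under a normal distribution, and protein-coding genes only. Left out were a test over libraries, a replicate block, single replicates left out and other splits of the samples, which need values per library, and a test of kinase and phosphatase genes, which needs product names that the reference used here does not give. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.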

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

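The tests on low expression, on transcript length and on the carry-over from total RNA for all monosome calls together were set up before their results were seen; those on the authors' normalization, on the polysome values of the sperm list, on the *msp-* genes, on the stage of the cultures and on the genes lower in monosomes were chosen after the result was seen. Single samples far from others could not be looked for, since only values per group are used here. Both mutants share the WT libraries, so their medians are not independent.

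The paper reports no result for single genes in monosomal RNA. In the authors' deposited table, 996 genes were higher and 236 lower in monosomes of both mutants. A single factor per group in the authors' normalization would move all genes the same way, and the rarer direction alone, with 236 genes against at most 20 in simulated unchanged mutants, argues against it as the whole cause; how far it shifts the balance between higher and lower is open. Of the genes called, 59.7% of 1232 have a mean of at least 10 FPKM, which argues against low expression as the whole cause. No such share is given here for all tested genes, so a part played by low expression stays open. A change in total RNA that carries over into monosomes is in line with 67.6% of the genes being called the same way in total RNA in both mutants, and r across genes between the monosome and the total RNA change was 0.75 in each mutant. For the genes lower in monosomes this stays open: 26.3% were called lower in total RNA in both mutants, although 213 of the 236 had lower values there in both, and their median fell by 0.57 and 0.55 in monosomes and by 0.30 and 0.26 in total RNA. Genes picked by their monosome value are expected to move less elsewhere, so carry-over and a change of their own in monosomes cannot be told apart for them. An effect of the *ppp-1* mutations is open and untested beyond the comparison itself.

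In total RNA, where the paper reports on UPR genes, 936 genes were higher and 139 lower in both mutants in the authors' deposited table. The median change over all genes was -0.054 in *ppp-1(wrm10)* and -0.037 in *ppp-1(wrm15)*, but these values were already normalized by the authors and a normalization can hold this median near 0, so an excess of higher genes and a shift by the normalization cannot be told apart. Among the calls with a mean of at least 10 FPKM, 83.8% were higher in *ppp-1(wrm10)* and 73.7% in *ppp-1(wrm15)*, which argues against low expression as the whole cause. The collagen list rose in total RNA by a median of 0.44 in *ppp-1(wrm10)* and 0.23 in *ppp-1(wrm15)*, above all 10000 random lists. Collagen genes were looked at as possible marks of the stage of the animals, so a difference in the stage of the cultures at harvest may be a candidate explanation, but it and an effect of the mutations on these genes cannot be told apart, because genotype and culture go together in every group.

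The sperm list (57 genes: *msp-* and *spe-* genes, *gsp-3* and *gsp-4*), which the paper does not discuss, had a median translational efficiency change of -0.41 in *ppp-1(wrm10)* and -0.42 in *ppp-1(wrm15)*, below all random lists, and 21 of its genes were called lower in both mutants and 1, *spe-44*, higher. Of the 21, 19 are *msp-* genes, so outside that family 2 were called lower and 1 higher. The fall lies in polysomes, where the list's median was -0.47 and -0.41, while total RNA stood at -0.0092 and 0.052. At 1 FPKM or more the medians were -0.41 and -0.42 (53 genes), which argues against low expression. Relative to the median of all tested genes, which a single factor per group would move along with the list, the medians of the 57 genes were -0.40 and -0.42, which argues against such a factor in the authors' normalization. The transcripts of the list are short (median 384 bases against 1332), but against random lists matched on transcript length its 54 genes with a known length had medians of -0.41 and -0.43, where the lowest random medians were -0.19 and -0.23. Reads shared between the near-identical *msp-* genes make each of these 33 genes uncertain by itself, but the 24 genes outside that family were also low, at -0.21 and -0.13, which are percentiles 0 and 0.3 of random lists. The technical explanations tested are thus argued against; a difference in the stage of the germline between cultures was not tested, and an effect of the *ppp-1* mutations on the translation of sperm mRNAs is a hypothesis found and tested on the same data.

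The mutants also differ from each other in the authors' deposited table, in which 229 genes in total RNA, 213 in polysomes and 314 in monosomes were called between *ppp-1(wrm15)* and *ppp-1(wrm10)*. In total RNA, 109 were higher and 120 lower in *ppp-1(wrm15)*, which argues against a single factor in the authors' normalization as the whole cause. Most of the 229 genes (66.8%) have a mean below 10 FPKM, and no such share is given here for all tested genes. Low expression therefore stays open for these. The other 76 genes lie above, which argues against low expression as the whole cause. Of the 229, 50 were called in neither mutant against WT. The change in translational efficiency differed between the mutants for 11 of 13210 genes at a 5% false discovery rate (5 with the error undivided); for 3 of the 11 the recovered error was under 0.05 and is not reliable. Differences between the alleles, in the strains' background or between cultures were not tested.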

How the results depend on the processing

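The division of the recovered error by 2, on which the main version and the other settings on z rest, was chosen after the table was read, and the undivided error is the one first planned; the errors scaled to the middle 50% of z, the errors from the authors' p-values and the restriction to protein-coding genes were chosen after the result was seen. No paired analysis was possible because the values used here are pooled over the libraries of each group, and for the same reason the replicate block and leaving out single replicates were not run. The alternatives for kinase and phosphatase genes were not run either. Depth per library is unknown, so what it limits is not known beyond the recovered errors.

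The number of genes with lower translational efficiency stayed between 147 and 226, against 185, with the mean of the p-values, either pseudocount, median centring, the errors of the direct comparisons, at least 1 FPKM, no filter, joined loci left out or protein-coding genes only; the number with higher translational efficiency stayed between 60 and 102, against 74, under these except for a pseudocount of 1, which gave 41. The scale of the error moved both counts far: undivided, it gave 6 lower and 4 higher, and scaled to the middle of z, 394 lower and 307 higher, in each case because only the error changed (2 times, and 0.691 times in *ppp-1(wrm10)* and 0.727 times in *ppp-1(wrm15)*, the main one). A correlation of 0.5 between fractions, which also shrinks the error (median 0.708 times in *ppp-1(wrm10)*), gave 384 and 287. Errors from the authors' p-values gave 145 lower and 54 higher, of which 139 and 52 were also called in the main version; where a p-value is at its lowest possible value (0.00005) this error is only an upper limit. The error from the p-value was over 1.5 times the recovered one in at least 1 comparison for 5 of the 185 lower and 8 of the 74 higher genes, or 2.70% and 10.8%, against 0.992% of the genes tested (p-values above the lowest and below 0.9). The stricter threshold on z kept 78 and 15 by construction, a 5% false discovery rate in both mutants 10 and 4, and size alone, which uses no error, gave 337 and 254, of which 145 and 52 were also called in the main version. With the monosome denominator there were 416 lower and 25 higher, and 127 and 4 of them were the same genes; the cause was not tested. Lower genes made up 71.4% of the calls in the main version, 69.5% after centring, 56.2% with scaled errors and 94.3% with the monosome denominator.

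At a 5% false discovery rate, 27 genes in *ppp-1(wrm10)* and 41 in *ppp-1(wrm15)* became 2 and 4 with the error undivided, 203 and 307 with scaled errors, 171 and 328 with a correlation of 0.5, 56 and 73 with the monosome denominator, and 0 and 1 with errors from the authors' p-values, where the upper limits weigh on the genes with the lowest p, and a pseudocount of 1 left 19 in *ppp-1(wrm15)*. For the pseudocount and the denominator, the cause was not tested. The correlation between the mutants stayed above the central 95% range of unchanged mutants under the alternatives run, between 0.63 and 0.70 (main 0.62); for pseudocounts the unchanged mutants were those simulated without one.

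The authors' calls in total, polysome and monosome RNA stayed within 1.5 times of the main counts at 1 FPKM or more and with joined loci left out. A change of at least 1 on the log2 scale kept, higher and lower, 668 and 57 genes of *ppp-1(wrm10)* and 591 and 80 of *ppp-1(wrm15)* in total RNA, 582 and 95, and 510 and 108, in polysomes, and 772 and 59, and 703 and 101, in monosomes, since it leaves out smaller changes. A q under 0.01 kept as lower 73 and 139 in total RNA, 229 and 282 in polysomes, and 135 and 285 in monosomes, for *ppp-1(wrm10)* and *ppp-1(wrm15)*. Adjustment within a single comparison gave as lower 82 and 159, 245 and 329, and 174 and 393 in the same order. Lower calls thus lose more under these settings than higher calls, which stayed within 1.5 times under the last pair of settings.

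With the monosome denominator the medians of several lists changed side: collagen to 0.14 in *ppp-1(wrm10)* and 0.16 in *ppp-1(wrm15)*, vitellogenin in *ppp-1(wrm10)* to 0.075, ribosomal proteins in *ppp-1(wrm15)* to 0.13, and histones in *ppp-1(wrm15)* to 0.021, while oocyte and embryo in *ppp-1(wrm15)* went from above random lists to below them, at 0.019. It also moved ribosomal proteins (0.17) and histones (0.10) in *ppp-1(wrm10)* above random lists, mitochondrially encoded genes in *ppp-1(wrm10)* inside their range (0.0042) and in *ppp-1(wrm15)* below it (-0.074), as did 1 FPKM or more (-0.19) and a pseudocount of 1 (-0.15). The cause was not tested. The sperm list stayed below random lists in both mutants under the 3 alternatives run, between -0.42 and -0.39.

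Of the values for single named genes under the alternatives, 546 stayed on their side of the threshold on z, 40 fell below it and 4 rose above it. Of the 40, 14 fell with the error undivided and 14 with errors from the authors' p-values. The monosome denominator lowered 7, a pseudocount of 0.1 lowered 1 and a pseudocount of 1 lowered 4. Of the 546, 28 changed sign without passing the threshold, 26 of them with the monosome denominator and 2 with median centring. A called value was reversed in 2 cases, Y94H6A.7 with the monosome denominator, at -3.67 and -3.53, because its monosome values hardly changed (-0.30 and -0.46) while its polysome values fell. For *kin-35*, z fell below the threshold in *ppp-1(wrm10)* with a pseudocount of 1 and with errors from the authors' p-values (1.55, a lower limit of z, since its polysome p-value is the lowest possible), and in both mutants with the monosome denominator and with the error undivided.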

Differences from the paper's values

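The scaled errors, the errors from the authors' p-values and the test of the UPR genes were added after the values were seen. The alternatives below were set before the data were examined, but they are run with the recovered error divided by 2, a step chosen after the table was read.

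The paper reports 336 mRNAs with lower polysome association relative to total mRNA in both mutants, and 185 genes were found here. The test here used errors recovered from pooled values. With the error undivided, as first planned, 6 were found, so how near the main count comes to the paper's number rests on that step, and the alternatives were not run with the undivided error. Among the alternatives set before the data were examined, run with the divided error, 4 came within 1.5 times of the paper's number: the mean of the p-values under 0.05 (226), a correlation of 0.5 between fractions (384), the monosome denominator (416) and size alone (337), which uses no error. The others did not: the stricter threshold on z (78), a 5% false discovery rate (10), at least 1 FPKM (173), no filter (190), a pseudocount of 0.1 (177) or 1 (147), median centring (180), the errors of the direct comparisons (185), and joined loci left out (181). Scaled errors, chosen after seeing the values, gave 394, called 2 of the 7 genes of Fig. 3e and left out 3 of the 5 that Supplementary Data 2 marks as significant. Errors from the authors' p-values, also chosen after seeing the values, gave 145 and called 0 of the 7. For higher association the paper's number is 72, and 74 were found here, but this nearness depends on the error: 4 were found with the error undivided, 54 with errors from the authors' p-values, 287 with a correlation of 0.5, 254 by size alone and 307 with scaled errors. No setting that came within 1.5 times of the paper's 336 did so for its 72 except the mean of the p-values, with 102.

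Of the 7 genes of Fig. 3e, which the paper chose from enriched mRNAs, 1, *kin-35*, was called here. Supplementary Data 2, of which the first 1998 of 45422 rows were at hand, marks *kin-35*, F33H2.8, K04C2.3, Y18D10A.10 and C01H6.3 as significant. Its header gives the fold change as WT versus *ppp-1*; its values were read here as mutant over WT because their signs then match those found here, so the sign is no independent comparison. With this reading, the mean changes listed there are close in size to those found here: the paper's 0.595 against 0.60 for *kin-35*, the paper's 0.355 against 0.37 for K04C2.3, the paper's 1.26 against 1.17 for Y18D10A.10, the paper's 1.06 against 1.07 for C01H6.3 and the paper's 3.32 against 3.03 for F33H2.8. Of the 9 named genes found in that part, 7 have an error here, and all 7 lie within it. Both sets of values come from the same libraries, so this nearness checks the calculation and is no independent evidence for the changes. K04C2.3 was called under none of the settings run. Y18D10A.10 was called by the mean of the p-values, with a correlation of 0.5, by size alone and with scaled errors, and F33H2.8 with no filter. C01H6.3 was not tested under any setting. C01A2.5 and D1014.3, whose rows were not found in the part at hand, were called under none.

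The paper states from qPCR that *kin-35* mRNA is enriched in polysomes without a rise in its overall amount. In the sequenced libraries, the authors' deposited table lists it as higher than in WT in total RNA as well, by 0.63 (q = 0.00423) and 0.48 (q = 0.0223). Its polysome values rose by more, 1.17 and 1.14, which is the direction the paper states.

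The paper states that the activity of the UPR is not increased. It also measured inducible genes by qPCR with and without tunicamycin, which are not analysed here. Of the 16 genes of Supplementary Fig. 4d, 11 had higher total RNA in *ppp-1(wrm10)* and 12 in *ppp-1(wrm15)* in the authors' deposited table, with medians of 0.056 and 0.11, at percentiles 99.6 and 99.4 of random lists by a test chosen after the values were seen. Genes regulated together can shift together, which random lists do not reflect, so the percentiles only describe the place of the 16 genes. In the authors' deposited table, 1 of them, Y57A10A.23, was called higher in both (0.86 and 0.59) and the other 15 were called in neither.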

Other observations

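The tests on WT libraries shared by the mutants and on Y94H6A.7 were chosen after the result was seen; those on *kin-35* against genes with a like rise in total RNA and on X-linked genes were set up before their results were seen.

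Genes of the integrated stress response were not called in either direction. The translational efficiency change in *ppp-1(wrm10)* and *ppp-1(wrm15)* was -0.068 and -0.12 for *atf-4*, 0.014 and -0.022 for *ppp-1*, 0.21 and 0.29 for *gcn-2*, 0.12 and 0.078 for *pek-1*, and -0.088 and -0.17 for *iftb-1*. With a correlation of 0.5 between fractions, *gcn-2* passed the threshold on z in *ppp-1(wrm15)* (z 2.17) but not in *ppp-1(wrm10)*, and with the monosome denominator its change in *ppp-1(wrm15)* was -0.046.

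The numbers of genes called in both mutants were set against unchanged mutants that share the WT libraries. The largest number in 1000 simulations was 55 for lower and 55 for higher calls, below the 185 and 74 observed, so the shared libraries do not account for either number as a whole. The simulations gave 35.0 lower and 35.1 higher calls on average. They take the recovered errors as correct, so that z has the spread of a standard normal distribution. The middle of the observed z was narrower, at 0.691 times that width in *ppp-1(wrm10)* and 0.727 times in *ppp-1(wrm15)*. These averages are therefore no fair measure of chance. How many of the 185 lower and 74 higher genes arose by chance stays open.

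The gain of *kin-35* in polysomes was compared with that of 251 genes whose total RNA change lay within 0.15 of its own in both mutants. Their median mean change in translational efficiency was -0.15, and *kin-35*, at 0.60, stood at the 98.8th percentile, so a gain shared by genes with a like rise in total RNA is not what the values show. The paper chose *kin-35* from these libraries, so its place is a description and not independent evidence. An effect of the *ppp-1* mutations on its translation is open.

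Y94H6A.7 lost nearly all of its total RNA, with log2 changes of -7.03 and -6.69 in the authors' deposited table. Its monosome value changed by -0.30 in *ppp-1(wrm10)* and -0.46 in *ppp-1(wrm15)*, from 8.48 FPKM in WT, which argues against a strain variant that removes the gene in the mutants. Whether 1 WT library holds most of the 1157 FPKM could not be seen from pooled values, and an effect of the mutations was not tested.

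Of the 185 genes with lower translational efficiency, 3 lie on the X chromosome (1.62%), against 13.5% of the genes tested. Random lists matched on expression held 19.1 X-linked genes on average and at least 6, so the expression level of the called genes does not account for it. The sperm list makes up 21 of the 185, and the 3 X-linked genes are among the other 164. That many of these genes belong to the germline is a hypothesis that was not tested.

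The other lists, with medians in *ppp-1(wrm10)* and *ppp-1(wrm15)*, gave the following changes in translational efficiency. The oocyte and embryo list (28 genes) had -0.029 and 0.20, the latter above all random lists. Collagens (109 genes) had -0.24 and -0.099, and vitellogenins (5 genes) -0.27 and -0.18, and with the monosome denominator both rise above 0. Cytosolic ribosomal proteins (72 genes) had -0.13 and -0.047, which was inside the range of random lists in *ppp-1(wrm10)* and above it in *ppp-1(wrm15)*, and with the monosome denominator both rise above 0. Mitochondrially encoded genes (11 genes) had 0.17 and -0.15, and a difference between the mutants was not tested for lists. Histones (46 genes) had -0.058 and -0.36, and with the monosome denominator 0.10 and 0.021; libraries were depleted of ribosomal RNA, and histone total RNA rose by 0.14 and 0.51.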
